# An *Arabidopsis* Nucleoporin *NUP85* modulates plant responses to ABA and salt stress

**DOI:** 10.1371/journal.pgen.1007124

**Published:** 2017-12-12

**Authors:** Yingfang Zhu, Bangshing Wang, Kai Tang, Chuan-Chih Hsu, Shaojun Xie, Hai Du, Yuting Yang, Weiguo Andy Tao, Jian-Kang Zhu

## Abstract

Several nucleoporins in the nuclear pore complex (NPC) have been reported to be involved in abiotic stress responses in plants. However, the molecular mechanism of how NPC regulates abiotic stress responses, especially the expression of stress responsive genes remains poorly understood. From a forward genetics screen using an abiotic stress-responsive luciferase reporter (*RD29A-LUC*) in the *sickle-1* (*sic-1*) mutant background, we identified a suppressor caused by a mutation in *NUCLEOPORIN 85* (*NUP85*), which exhibited reduced expression of *RD29A-LUC* in response to ABA and salt stress. Consistently, the ABA and salinity induced expression of several stress responsive genes such as *RD29A*, *COR15A* and *COR47* was significantly compromised in *nup85* mutants and other nucleoporin mutants such as *nup160* and *hos1*. Subsequently, Immunoprecipitation and mass spectrometry analysis revealed that NUP85 is potentially associated with HOS1 and other nucleoporins within the nup107-160 complex, along with several mediator subunits. We further showed that there is a direct physical interaction between MED18 and NUP85. Similar to *NUP85* mutations, *MED18* mutation was also found to attenuate expression of stress responsive genes. Taken together, we not only revealed the involvement of *NUP85* and other nucleoporins in regulating ABA and salt stress responses, but also uncovered a potential relation between NPC and mediator complex in modulating the gene expression in plants.

## Author summary

Nuclear pore complex (NPC) mediates the traffic between nucleus and cytoplasm. This work identified *NUCLEOPORIN 85* (*NUP85*) as an important factor for the expression of stress-responsive luciferase reporter gene *RD29A-LUC* in response to ABA and salt stress from a forward genetics screen. Mutation in *NUP85* and other NPC components such as *NUP160* and *HOS1* resulted in decreased expression of several stress responsive genes such as *RD29A*, *COR15A* and *COR47*. Proteomics data uncovered a list of putative NUP85 associated proteins. Furthermore, NUP85 was demonstrated to interact with MED18, a master transcriptional regulator, to control the expression of stress responsive genes. The study has added a new layer of knowledge about the diverse functions of NPC in abiotic stress responses.

## Introduction

Nucleocytoplasmic transport plays vital roles in eukaryotic systems [1,2]. The exchange of macromolecules such as RNAs and proteins is predominantly regulated by highly conserved nuclear pore complexes (NPCs), which consist of multi-nucleoporins (Nups) arranged in distinct sub-complexes [3,4]. Although the composition and functions of NPCs have been extensively characterized in yeast and vertebrate systems, our knowledge on the functions of plant NPCs remains poor.

Recent genetic screens have identified the involvement of several Nups from *Arabidopsis* and *Lotus japonicus* (lotus) in a variety of developmental processes, hormone signaling pathways and environment adaptation [3,5,6]. For instance, *NUP160* (*SUPPRESSOR OF AUXIN RESISTANCE1*) and *NUP96* (*SUPPRESSOR OF AUXIN RESISTANCE3*) have been indicated to play a role in auxin signaling as they were identified as suppressors of *auxin-resistant 1*(*axr1*) mutants [7]. *NUP160* was also shown to be involved in cold stress responses since the knock-out of *NUP160* impaired cold-induced expression the *CBF3-LUC* reporter gene and several endogenous genes; and thus resulted in hypersensitivity to chilling and freezing stresses [8]. Another important NPC component [9], *HIGH EXPRESSION OF OSMOTICALLY RESPONSIVE GENES1* (*HOS1*), which encodes a RING finger E3 ubiquitin ligase, is well-known as a negative regulator in the cold signaling [10]. Cold-responsive genes such as *RESPONSIVE TO DESICCATION 29A* (*RD29A*), *COLD-REGULATED 47* (*COR47*), *COLD-REGULATED 15A* (*COR15A*) and *KIN1* were reported to be induced to higher levels in *hos1* mutants than in wild type plants [11,12]. HOS1 was further shown to attenuate cold signaling by ubiquitination and degradation of INDUCER OF CBF EXPRESSION 1 (ICE1), which encodes an important positive transcription factor critical for the cold-induction of *C-REPEAT BINDING FACTORs* (*CBFs*) [11–13]. Moreover, the mutation of *NUP160*, *HOS1* and *NUP96* caused early flowering phenotypes, indicating that NPCs are also involved in flowering time regulation [5]. Interestingly, only *HOS1* was demonstrated to interact with specific chromatin such as the floral repressor *FLOWERING LOCUS C* (*FLC*) chromatin to regulate *FLC* transcription under low temperature [14–16].

Besides their involvement in hormonal and cold stress signaling and flowering time control, some Nups such as *NUP160* and *Seh1* are also important for disease resistance in *Arabidopsis* [17,18]. Similarly, mutation of either of *NUP85*, *Seh1* and *NUP133* led to defective responses to symbiotic microorganisms in *Lotus Japonicus* [19,20]. Most recent genetic studies have revealed *NUP85* (also termed as *SBB1*, *s**uppressor of* *b**ak1* *b**kk1-1*) as a suppressor for BRI1-ASSOCIATED KINASE 1 (BAK1) and BAK1-LIKE 1 (BKK1)-mediated cell death control [21]. These studies suggested that Nups also participate in plant defense and cell death control. Nevertheless, the biological functions of many Nups remain elusive in plants.

Recently, a proline-rich protein gene, *SICKLE-1* (*SIC-1*), was isolated because *sic-1* mutants exhibited enhanced expression of stress-inducible *RD29A-LUC* reporter in response to abiotic stresses such as cold and salt treatments [22]. To identify new regulatory components involved in the response to abiotic stresses, we performed a forward genetic screen after EMS mutagenesis of the *RD29Apro-LUC* line in the *sic-1* mutant background. *NUP85* was identified as its mutation caused significantly reduced expression of *RD29A-LUC* in response to ABA and salt stress. Moreover, we discovered a list of putative NUP85 interacting proteins by affinity purification followed by mass spectrometry and further validated the interaction between NUP85 and MED18.

## Results

### The *nup85* mutation attenuates *proRD29A-LUC* reporter gene expression in response to ABA and salt stress

To identify new factors involved in abiotic stress responses, we performed a forward genetics screen using an EMS mutant population generated in the *sic-1* mutant background with the stress-inducible *proRD29A-LUC* reporter gene. Putative mutants with altered luciferase (LUC) activities under abiotic stress treatments such as ABA treatment and salt stress were selected. One suppressor mutant was identified which exhibited reduced bioluminescence in response to ABA and salt stress compared to *sic-1* plants (Fig 1A). As revealed in Fig 1A and 1B, the luminescence representing *RD29A-LUC* expression was highly induced in *sic-1* by ABA and salt stress, whereas the luminescence was considerably weaker in the double mutant than *sic-1* after either ABA or salt stress treatment. The luminescence intensities of the suppressor mutant were similar to those in the Col *gl1* parental line harboring the *proRD29A-LUC* transgene (referred to as WT), which showed little LUC activity likely due to progressive transgene silencing [22,23]. After genetic mapping and whole genome re-sequencing, we discovered a mutation causing a premature stop codon in the 4^th^ exon in *NUP85* (AT4G32910), which encodes a nucleoporin protein (Fig 1C).

**Fig 1:**
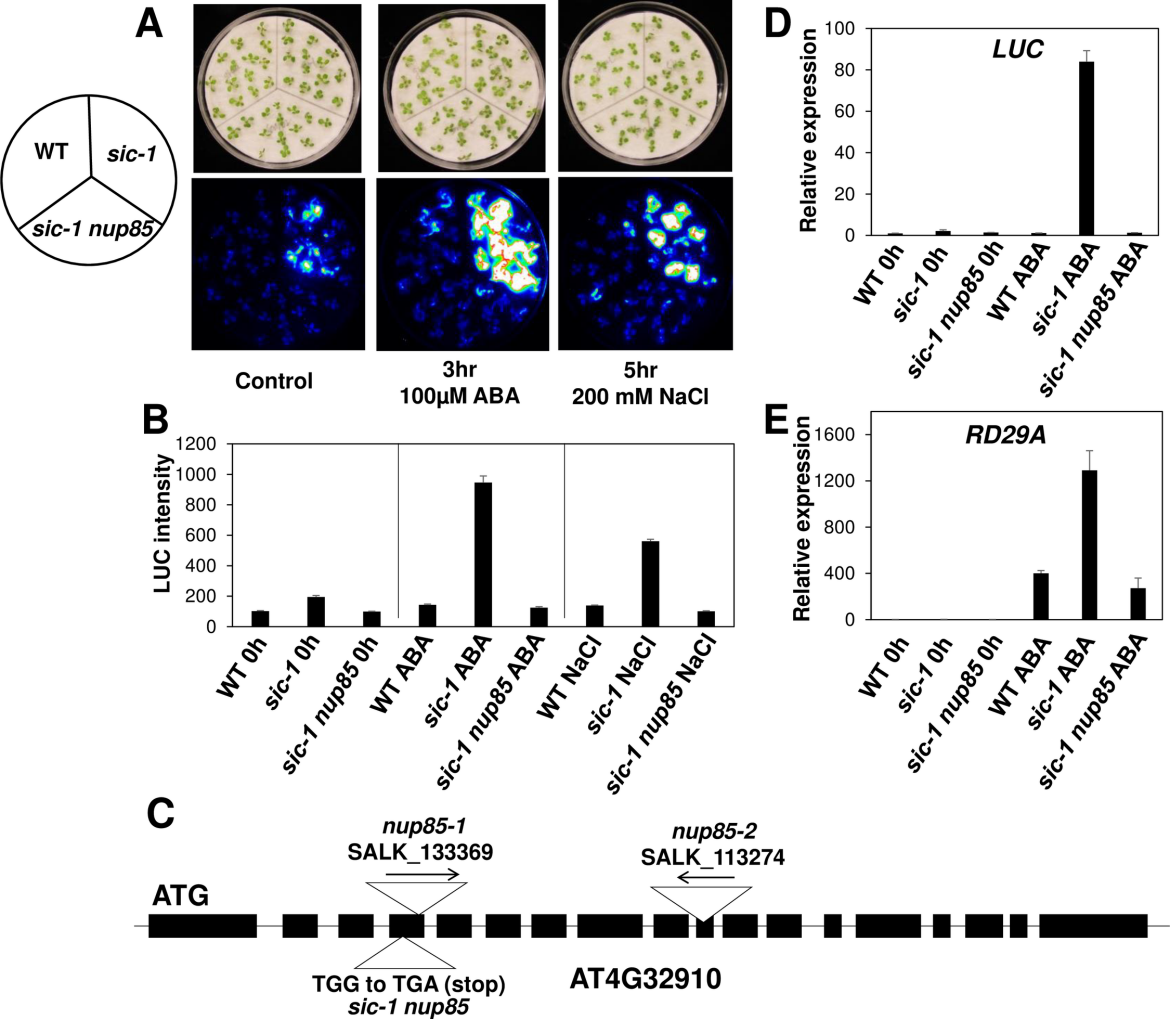
Isolation of *NUP85* as a suppressor of *sic-1* in response to ABA and salt stress. (A) Luminescence images of wild type, *sic-1* and *sic-1 nup85* double mutant seedlings under control, ABA and high salt treatments. (B) Quantification of the luminescence intensities of Fig 1A. (C) Diagram of *NUP85* genomic sequence and the three *nup85* mutants used in this study. The *sic-1 nup85* double mutant was caused by a G to A substitution which led to a pre-mature stop codon. (D) The expression of luciferase (*LUC*) in WT, *sic-1* and *sic-1 nup85* seedlings under control and ABA treatment. (E) The expression of *RD29A* in WT, *sic-1* and *sic-1 nup85* seedlings under control and ABA treatment. Total RNA was extracted from 7-day-old seedlings with mock or 50 μM ABA treatment. The relative transcript levels were normalized to *Arabidopsis Actin2* (*ACT2*) and the normalized expression level of WT at 0 h was set to 1. Data are present as mean value ± SD (n = 3).

Gene expression data show that the *LUC* expression was highly induced in *sic-1* by ABA, but this induction was impaired in the suppressor (i.e. *sic-1 nup85*) mutant (Fig 1D). The transcript level of endogenous *RD29A* was induced by ABA treatment in WT, *sic-1* and the double mutant. However, the induction was significantly lower in the WT and *sic-1 nup85* double mutant compared to that in *sic-1* (Fig 1E). We also tested the expressions of other stress-responsive genes and the results showed that ABA-induced expression of *COLD-REGULATED 15A* (*COR15A*) and *RD29B* was lower in *sic-1 nup85* double mutants than that in *sic-1* mutant plants (S1 Fig).

To verify if the suppressor phenotype was caused by the *NUP85* mutation, we cloned the genomic sequence of *NUP85* with its native promoter and generated two independent complementation lines by transforming *sic-1 nup85* double mutants. As shown in S2 Fig, the leaves of *sic-1 nup85* double mutant were bigger than *sic-1*. The wild type *NUP85* gene rescued the bigger leave size phenotype of the double mutant. We also examined the expression of *RD29A-LUC* reporter gene in the complementation lines after ABA and NaCl treatments (Fig 2). The diminished luminescence in *sic-1 nup85* double mutant was rescued in the *NUP85* complementation lines, which exhibited comparable LUC activity to *sic-1*. These genetic evidences demonstrated that the *NUP85* mutation is responsible for the double mutant phenotypes.

**Fig 2:**
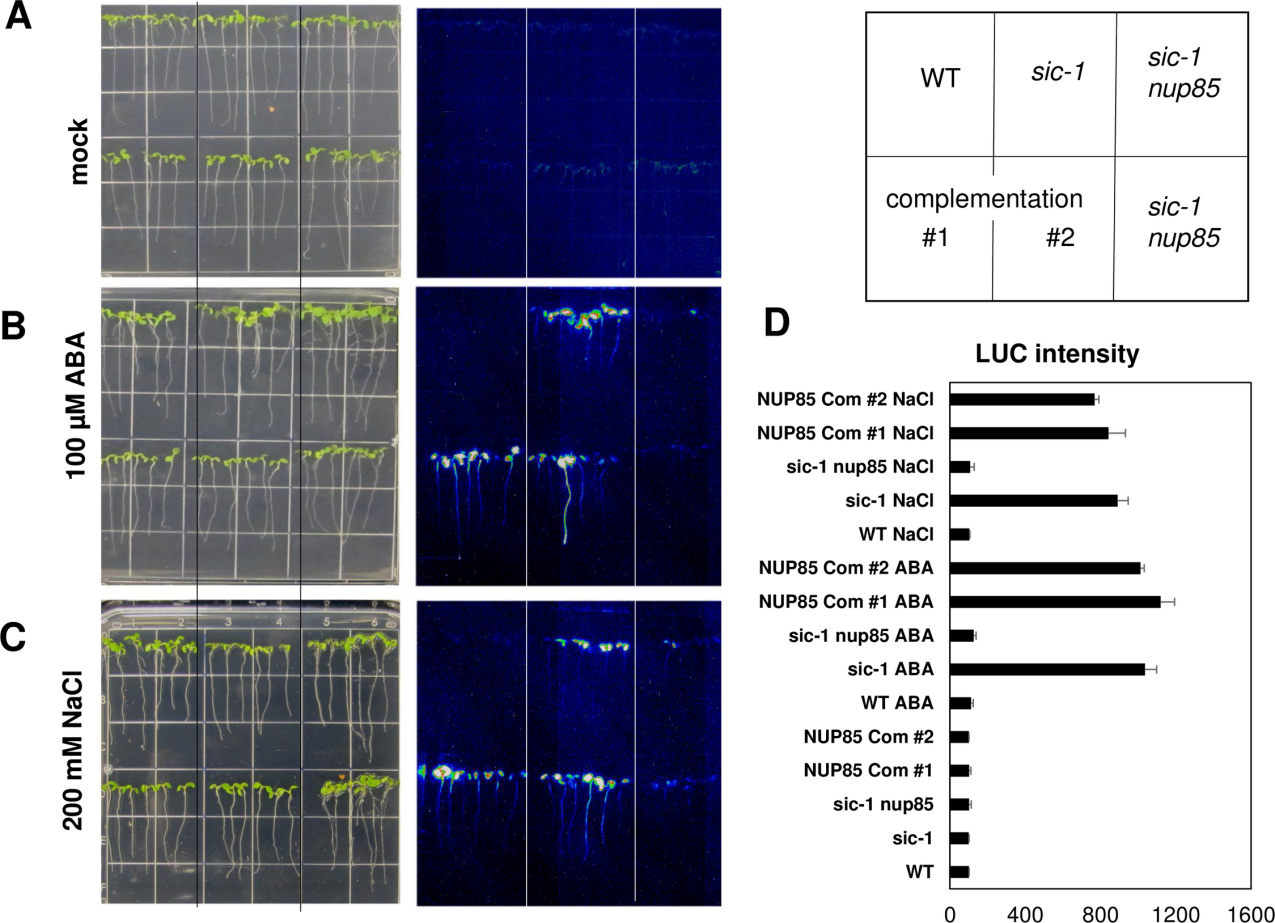
The reduced expression of *RD29A-LUC* in response to ABA and salt stress was rescued in *NUP85* complementation lines. The Luminescence images of WT, *sic-1*, *sic-1 nup85* double mutant and two independent NUP85 complementation lines with mock treatment (A), 200 mM NaCl treatment (B) and 100 μM ABA treatment (C). At least 20 seedlings of each genotype were treated with 100 μM ABA or 200 mM NaCl. Quantification of the luminescence intensities in A to C is present in (D). Error bars indicate SD. The experiments were conducted three independent times with similar results.

### The attenuated expression of stress responsive genes caused by *NUP85* mutation

To investigate if *NUP85* affects the expression of endogenous stress responsive genes in response to ABA and salt stress, we obtained two independent T-DNA insertion homozygous mutants, *nup85-1* (SALK_133369) and *nup85-2* (SALK_113274) (Fig 1C). PCR analysis confirmed that the two T-DNA insertion mutant lines are homozygous (S3A Fig). Gene expression data further showed that *NUP85* expression was significantly lower in those two mutant lines compared to the Col-0 wild type (S3B Fig). We then treated the Col-0 wild type and two *nup85* mutants with 50 μM ABA for 3h, and found that the expression of several stress responsive genes such as *RD29A*, *COR15A* and *COR47* was significantly lower in the *nup85* mutants than that in the wild type after ABA treatment (Fig 3A). In addition to ABA, we also investigated if high salinity induced expression of stress responsive genes was also altered by the *NUP85* mutation. As shown in Fig 3B, salt stress induced expression of *RD29A*, *COR15A* and *COR47* was evidently impaired in the two *nup85* mutants after treated with 0.3M NaCl for 5h.

**Fig 3:**
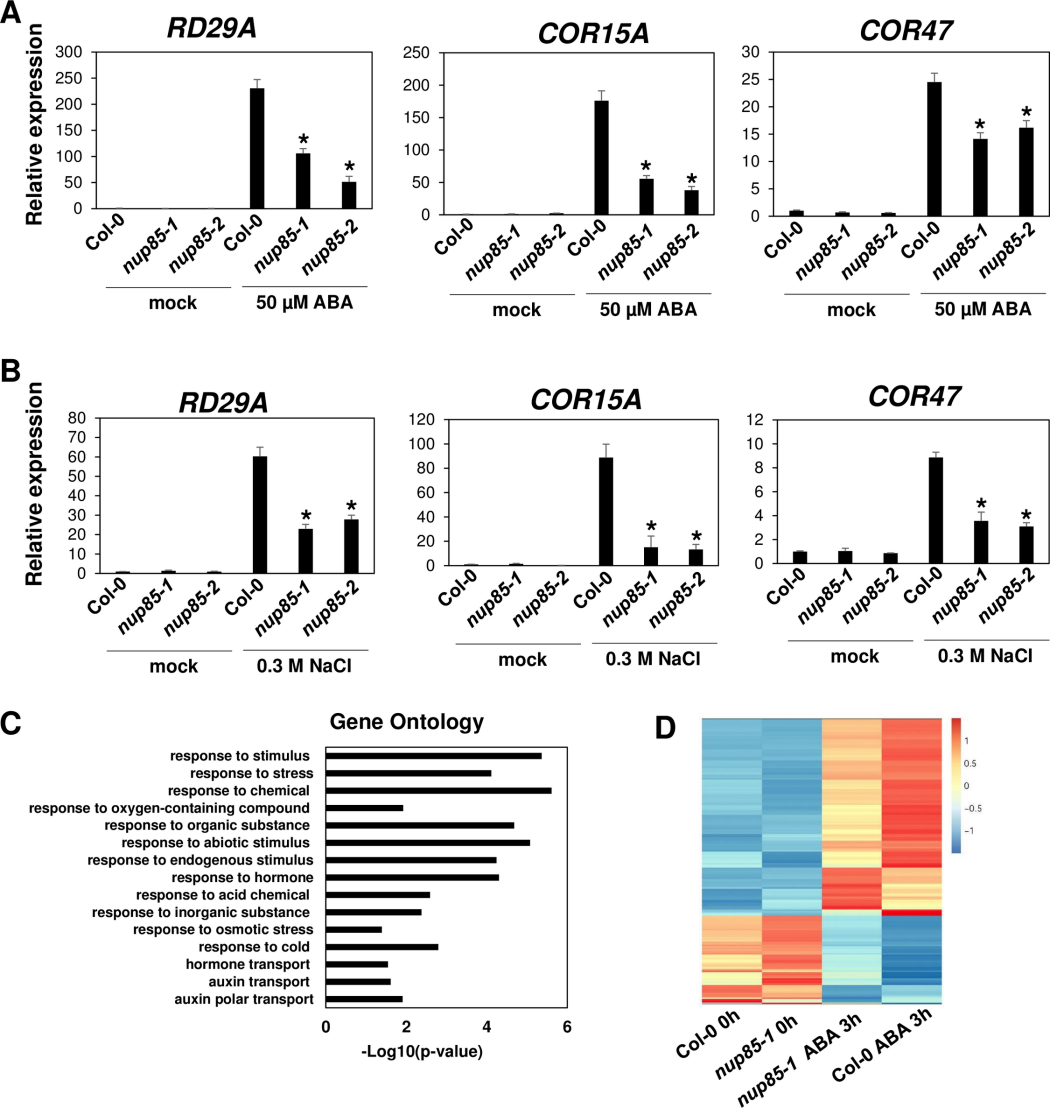
The attenuated expression of stress responsive genes in *nup85* mutants in response to ABA and salt stress. (A) The expression of stress responsive genes *RD29A*, *COR15A* and *COR47* in Col-0 wild type and two alleles of *nup85* mutants under mock and 50 μM ABA treatments for 3 h. The RNA was extracted from 7-day-old seedlings which were treated with mock or 50 μM ABA for 3 h. Data are mean values ±SD of three independent replicates. Asterisks indicate significant differences compared to WT Col under the same treatments. (B) The expression of *RD29A*, *COR15A* and *COR47* in Col-0 wild type and two mutant alleles of *nup85*. The RNA was extracted from 7-day-old seedlings which were treated with mock or 0.3 M NaCl for 5 h. Data are mean values ±SD of three independent replicates. Significance between mean values were analyzed by student’s *t* test (* P< 0.05). Asterisks indicate significant differences compared to WT Col under the same treatments. (C) Gene ontology enrichment analysis of the differentially expressed (DE) genes regulated by *NUP85* under mock condition (p value < 0.05). (D) Heat map depiction of the *NUP85* regulated ABA-responsive genes in Col-0 wild type and *nup85-1* mutants under mock and ABA treatments.

To better understand the genome-wide effects of *NUP85*, we performed RNA-sequencing experiments. 

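RNA was sequenced from 7-day-old seedlings of Col-0 and of *nup85-1*, a line with a T-DNA insertion in *NUP85*. There were 3 libraries for each of the 4 combinations of genotype and treatment. According to the sample labels, mock seedlings spent 3 h in liquid medium like the ABA seedlings, whereas Fig 3D labels the mock columns 0 h. The authors trimmed the reads, mapped them to the TAIR10 genome with TopHat2 and counted the reads on each gene with featureCounts. They deposited these counts for 33602 genes, without normalization. Between 6616931 and 29798437 reads per library were counted on genes. The median was 11509063 in Col-0 mock (from 6616931 to 14479752), 27692679 in Col-0 ABA (from 13180349 to 29798437), 10541053 in *nup85-1* mock (from 7195745 to 13984255) and 14541880 in *nup85-1* ABA (from 13435633 to 24142599).

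The paper's text does not state the number of RNA-seq replicates. The mean normalized counts in S1 Table, S2 Table and S3 Table were matched by replicates 1 and 2 of each group for 197 of 197, 1389 of 1389 and 1357 of 1357 genes, with median relative differences of 6.7e-07, 6.8e-07 and 6.8e-07. Any other choice of replicates matched at most 0.737% of the genes of a table. Replicate 3 of Col-0 mock, Col-0 ABA, *nup85-1* mock and *nup85-1* ABA therefore did not enter the tables, and the paper gives no reason. Where a result is given for both sets of libraries, replicates 1 and 2 come first and all 3 replicates follow. The authors tested the counts with DESeq2. Here each comparison was tested on its own libraries with edgeR's quasi-likelihood test, after TMM normalization and removal of low counts with filterByExpr, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and at least the paper's fold limit, 1.5-fold between genotypes and 4-fold between treatments. Libraries of both genotypes with the same replicate number deviated together from their group means. Replicate 3 lay apart in every group, so this does not show that replicates 1 and 2 are paired by number. Fits with the replicate number as a block are given beside the counts of the genotype comparisons and beside some of the named genes.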

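*NUP85* (AT4G32910) itself was counted in every library. Under mock conditions its TMM-normalized CPM (counts scaled to library size) were 31.1 and 28.7 in replicates 1 and 2 of Col-0, and 3.52 and 1.72 in replicates 1 and 2 labelled *nup85-1*. After ABA they were 40.5 and 41.7 in Col-0, and 3.21 and 1.99 in the libraries labelled *nup85-1*. In replicate 3 the mock values were 16.0 CPM in Col-0 and 27.5 CPM in the library labelled *nup85-1*, from 228 and 383 reads. The ABA values of replicate 3 were 29.4 and 17.0 CPM, from 794 and 364 reads. With replicates 1 and 2, the log2 fold change between genotypes was -3.46 under mock conditions (SE 0.28, n = 2 and 2, adjusted p = 0.0489 from edgeR) and -3.98 after ABA (SE 0.20, n = 2 and 2, adjusted p = 0.00344 from edgeR). All 3 replicates gave -1.18 under mock conditions (SE 0.90, n = 3 and 3, adjusted p = 0.964 from edgeR) and -2.32 after ABA (SE 0.76, n = 3 and 3, adjusted p = 0.978 from edgeR). Leaving out only the library labelled *nup85-1* mock replicate 3 moved the mock value to -3.23. The replicate block on all 3 replicates gave -1.61 under mock conditions (SE 0.78). Across all alternatives, the adjusted p ranged from 1.11e-17 to 1.00 under mock conditions and from 2.30e-53 to 1.00 after ABA. The level of *NUP85* goes against the label in *nup85-1* mock replicate 3 and lies between the genotypes in *nup85-1* ABA replicate 3. It was also lower in Col-0 mock replicate 3 than in the other Col-0 mock libraries. Every direction between genotypes therefore refers to the libraries as labelled.

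**Figure D1:**
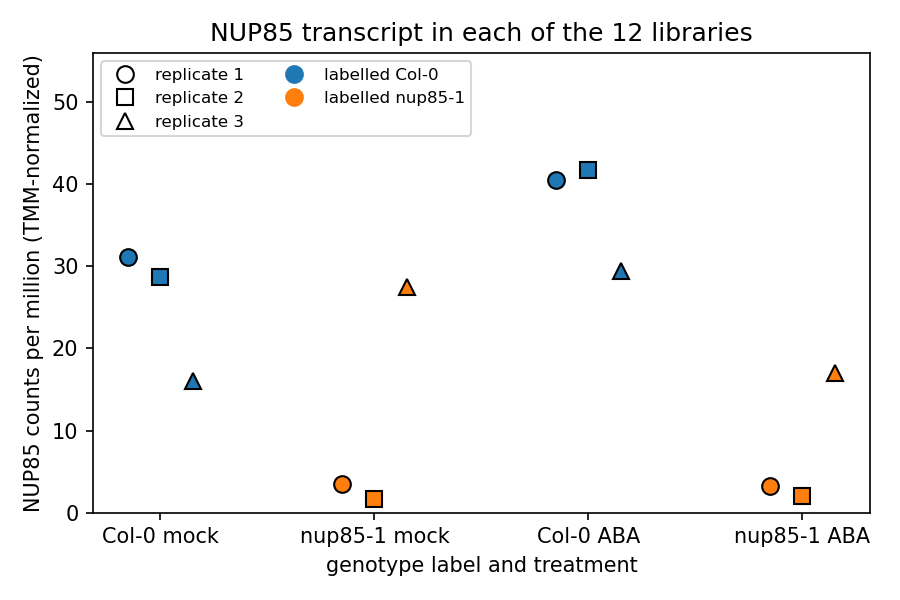
TMM-normalized CPM of *NUP85* (vertical axis) in each of the 12 libraries, by genotype label and treatment (horizontal axis). Each point is 1 library, and the shape gives its replicate number. The libraries labelled *nup85-1* lie between 1.72 and 3.52 in replicates 1 and 2, and at 27.5 (mock) and 17.0 (ABA) in replicate 3.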

Col-0 wild type and *nup85-1* mutant seedlings were treated with mock or 50 μM ABA for 3 hours. 

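Under mock conditions, 3 of 19390 genes were called between the libraries labelled *nup85-1* and Col-0 with replicates 1 and 2, and 2750 genes had an unadjusted p under 0.05. *NUP85* was lower, and *RAP2.4* (AT1G78080) and AT1G22190 were higher. With all 3 replicates, 0 of 19606 genes were called, and 1010 had an unadjusted p under 0.05. With the replicate number as a block, 61 genes were called in all 3 replicates, 35 higher and 26 lower. Of the alternatives, the block on replicates 1 and 2 moved the count most, to 438 genes, a setting chosen after the data had been seen. DESeq2 with its normal prior on fold changes, on replicates 1 and 2 and without plastid and mitochondrial genes, gave 197 genes when genes without an adjusted p were also counted. Of these, 123 were higher and 74 lower, and 197 were in S1 Table.

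*RAP2.4*, which encodes a transcription factor, had 115 and 114 CPM in replicates 1 and 2 of Col-0, and 572 and 680 CPM in those labelled *nup85-1*. Its log2 fold change was 2.45 (SE 0.18, n = 2 and 2, adjusted p = 0.0489 from edgeR). In replicate 3 it had 368 CPM in Col-0 and 742 CPM in the library labelled *nup85-1*. From all 3 replicates the log2 fold change was 1.73 (SE 0.49, n = 3 and 3, adjusted p = 0.926 from edgeR), and the block gave 1.96 (adjusted p = 0.0489 from edgeR). Over the fits of this gene with edgeR, its block and DESeq2 on either set of libraries, the adjusted p ranged from 2.20e-34 to 0.926. AT1G22190, chosen after its values were seen, had a log2 fold change of 1.80 with replicates 1 and 2 (SE 0.15, n = 2 and 2, adjusted p = 0.0489 from edgeR) and of 1.39 with all 3 (SE 0.56, n = 3 and 3, adjusted p = 0.937 from edgeR). By DESeq2's shrunken fold changes, among the genes of S1 Table without overlap of the genotypes, the others with the largest changes were *GSTF7* (AT1G02920) and AT1G07050, which were lower, and the pseudogene AT5G35935 and *DFR* (AT5G42800), which were higher. Their log2 fold changes from edgeR, without shrinkage, were -2.07, -2.27, 3.82 and 2.02 in replicates 1 and 2, and -1.59, -2.22, 2.08 and 0.68 with all 3 replicates. In plain differences of mean log2 CPM in replicates 1 and 2, other genes of S1 Table changed more, such as AT4G11460 (-2.76, chosen after its value was seen). In replicate 3 the difference of AT4G11460 had the opposite direction (1.575). The count of *GSTF7* is uncertain because its neighbour *GSTF6* belongs to the same family. In replicate 3, *GSTF7* had 24.1 CPM in Col-0 and 23.4 CPM in the library labelled *nup85-1*, and *DFR* had 125 and 118 CPM. AT5G35935 had 11.2 CPM in Col-0 mock replicate 3, against 0.964 and 2.10 CPM in replicates 1 and 2. The libraries labelled *nup85-1* mock had 21.8, 18.6 and 22.6 CPM of it in replicates 1, 2 and 3.

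Of the 196 genes of S1 Table other than *NUP85*, 161 had the same direction in replicate 3 as in replicates 1 and 2 (82.1%, 95% Wilson interval 76.2 to 86.9). Their median log2 difference in that direction was 0.42 in replicate 3 (bootstrap interval 0.32 to 0.51) and 1.16 in replicates 1 and 2. Of all 20574 genes, 56.4% had the same direction. The genes of S1 Table were picked on replicates 1 and 2, which favours larger differences there. In mock replicate 3 *NUP85* was not lower in the library labelled *nup85-1* (27.5 CPM, against 16.0 in Col-0). That pair goes against lower *NUP85* as the only cause of the shared direction.

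**Figure D2:**
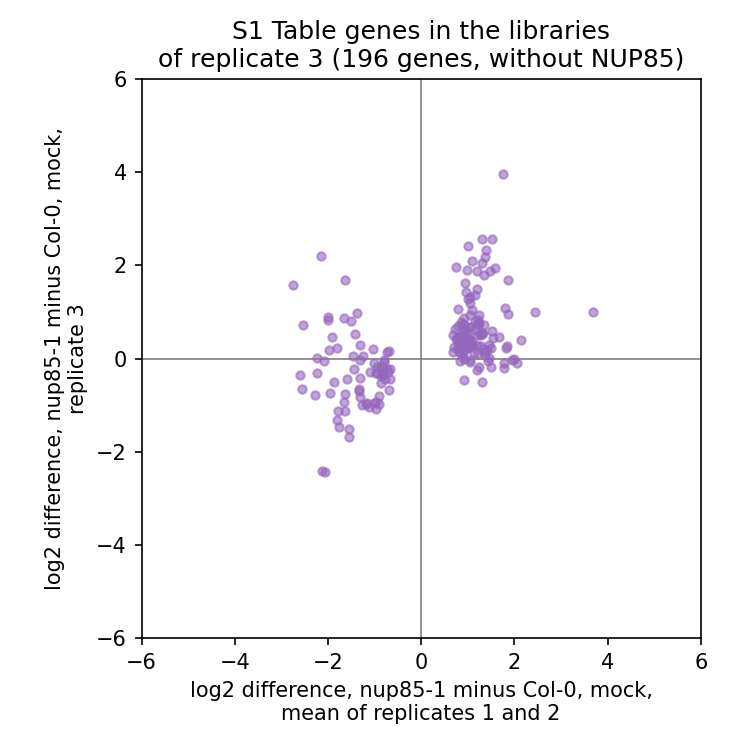
Log2 difference between the libraries labelled *nup85-1* and Col-0 under mock conditions in replicates 1 and 2 (horizontal axis) and in replicate 3 (vertical axis), for the 196 genes of S1 Table other than *NUP85*. Each point is 1 gene, and 161 lie in the quadrants of equal sign.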

Under mock treatment, there were 197 differentially expressed (DE) genes which showed more than 1.5-fold changes in *nup85-1* mutant compared to Col-0 wild type plants (S1 Table). Gene ontology (GO) analysis revealed that the DE genes regulated by *NUP85* under mock conditions were enriched in categories such as responses to stimulus, response to stress and response to hormone, indicating an important role of *NUP85* in plant responses to environmental stresses (Fig 3C). Upon ABA treatment, there were totally 1389 ABA-responsive genes (759 ABA induced genes and 630 ABA repressed genes), whose expressions were significantly induced or repressed more than 4-fold changes by ABA treatments in Col-0 wild type (S2 Table), whereas there were 1357 ABA-responsive genes in *nup85-1* mutants after ABA treatments with 982 overlapping genes in Col-0 wild type (S3 Table). 

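With replicates 1 and 2, 1663 of 20003 genes responded to ABA in Col-0, 829 higher and 834 lower, and 1332 of them were in S2 Table. In the libraries labelled *nup85-1*, 1605 of 19936 genes responded, 765 higher and 840 lower, and 1308 of them were in S3 Table. Both lists shared 1193 genes with the same direction. With all 3 replicates, 1502 of 20062 genes responded in Col-0 (814 higher, 688 lower), 1351 of 20001 in *nup85-1* (775 higher, 576 lower), and 1089 genes were shared. The counts moved most when the 4-fold limit was built into the test, to 222 in Col-0, 153 in *nup85-1* and 111 shared. With upper-quartile in place of TMM normalization, the share of higher genes in Col-0 was 45.8% instead of 54.2%, and the median log2 fold change of all genes was -0.15 instead of -0.01. Plastid and mitochondrial genes made up 75 of the Col-0 genes and 56 of the *nup85-1* genes called with all 3 replicates, and each of them was lower after ABA.

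The log2 fold change of *RD29A* (AT5G52310) after ABA in Col-0 was 4.12 with replicates 1 and 2 (SE 0.26, n = 2 and 2, adjusted p = 1.99e-04 from edgeR) and 4.69 with all 3 replicates (SE 0.49, n = 3 and 3, adjusted p = 0.00165 from edgeR). In *nup85-1* it was 4.22 with replicates 1 and 2 and 4.57 with all 3 replicates. *RD29B* (AT5G52300) rose by 6.15 in Col-0 and 6.24 in *nup85-1* on the log2 scale in replicates 1 and 2, and by 4.60 and 3.15 with all 3 replicates. The value of *RD29B* in *nup85-1* passed the threshold with replicates 1 and 2 (adjusted p = 2.82e-06 from edgeR), but not with all 3 (SE 1.14, n = 3 and 3, adjusted p = 0.0786 from edgeR). The library labelled *nup85-1* mock replicate 3 had 44.3 CPM of *RD29B*, against 1.33 and 3.04 CPM in replicates 1 and 2. Replicate 3 of Col-0 mock was also higher, at 22.9 CPM against 5.78 and 1.65 CPM. Without the library labelled *nup85-1* mock replicate 3, the log2 fold change in *nup85-1* was 6.09 (adjusted p = 0.00241 from edgeR). Its adjusted p ranged from 3.88e-103 to 1.00 across the alternatives. *COR47* (AT1G20440) and *ABI5* (AT2G36270) rose by 3.12 and 3.24 on the log2 scale in Col-0 in replicates 1 and 2, and by 3.42 and 3.46 with all 3. *COR15A* (AT2G42540) rose by 1.78, below the 4-fold limit, and by 1.83 with all 3 replicates. Its count is uncertain because its neighbour *COR15B* belongs to the same family. In *nup85-1*, *COR47* rose by 3.81 with all 3 replicates (SE 0.42). The paper's tables give 3.11 for *COR47* in Col-0 and 3.51 in *nup85-1*. Under mock conditions *COR47*, a gene of S1 Table, differed between genotypes by -0.74 with replicates 1 and 2 (SE 0.18). With all 3 replicates this difference was -0.66 (SE 0.47).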

Out of 1389 ABA responsive genes in Col-0, 178 ABA responsive genes including *RD29B* exhibited significantly altered expressions in *nup85-1* mutants in comparison with Col-0 wild type, suggesting that about 13% of ABA responsive genes are regulated by *NUP85* (S4 Table). 

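After ABA, 588 of 19869 genes were called between the libraries labelled *nup85-1* and Col-0 with replicates 1 and 2, 289 higher and 299 lower. Of the Col-0 ABA-responsive genes, 131 were among them (7.88%), and 119 of these were in S4 Table. With all 3 replicates, 0 of 20270 genes were called, and 995 had an unadjusted p under 0.05. ABA-responsive genes called in this fit thus numbered 0. The replicate block on all 3 replicates called 277 genes (181 higher, 96 lower), 87 of them ABA-responsive in Col-0 (5.96%). The number moved most with the block on replicates 1 and 2, to 272 genes, a setting chosen after the data had been seen. DESeq2 with its normal prior on replicates 1 and 2, without plastid and mitochondrial genes, gave 178 genes (12.8%), all 178 of S4 Table. Both criteria use the same Col-0 ABA libraries, so a gene can pass by chance in both. This was simulated in 20 draws without a genotype effect after ABA, with each gene drawn independently. At most 7 genes passed both criteria with 2 replicates and edgeR (median 0), and at most 7 with DESeq2 (median 3). With 3 replicates, edgeR gave at most 0 and DESeq2 at most 24 in the simulated draws, against 0 and 18 in the data.

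The CPM of *RD29B* after ABA were 243, 331 and 183 in replicates 1, 2 and 3 of Col-0, and 158, 161 and 123 in those labelled *nup85-1*. The log2 fold change between genotypes was -0.84 with replicates 1 and 2 (SE 0.17, n = 2 and 2, adjusted p = 0.056 from edgeR) and -0.77 with all 3 replicates (SE 0.26, n = 3 and 3, adjusted p = 0.978 from edgeR). DESeq2 with its normal prior on replicates 1 and 2 gave -0.75 (adjusted p = 1.67e-04), and the replicate block on all 3 replicates gave -0.74 (adjusted p = 0.0557 from edgeR). The adjusted p ranged from 1.67e-04 to 1.00 across the alternatives. *ABI5* had a log2 fold change of -0.72 with replicates 1 and 2 (SE 0.11, n = 2 and 2, adjusted p = 0.0324 from edgeR), and of -0.68 with all 3 (SE 0.42, n = 3 and 3, adjusted p = 1.00 from edgeR). The replicate block on all 3 replicates gave -0.65 with a smaller SE of 0.12. Across the alternatives the adjusted p of *ABI5* ranged from 0.00797 to 1.00.

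With 3 replicates no gene passed in edgeR without the block (995 had an unadjusted p under 0.05), so the genes with the largest shrunken fold changes were taken from the DESeq2 list of replicates 1 and 2, and their values from edgeR. *CSLG2* (AT4G24000), AT4G33070 and AT1G09500 were lower in the libraries labelled *nup85-1*, with log2 fold changes of -2.79, -2.86 and -1.88 in replicates 1 and 2, and -2.43, -0.71 and -1.01 with all 3. AT1G13609, AT4G38860 and AT4G38840 were higher, with 2.63, 2.35 and 2.27 in replicates 1 and 2, and 2.66, 2.21 and 2.24 with all 3. Their adjusted p from edgeR lay between 0.0101 and 0.0154 in replicates 1 and 2, and between 0.114 and 1.00 with all 3. With the replicate block on all 3 replicates, *CSLG2* (0.0169), AT1G13609 (0.00871), AT4G38860 (0.0104) and AT4G38840 (0.00871) had an adjusted p under 0.05 from edgeR, and AT4G33070 (0.170) and AT1G09500 (0.0679) had not. The counts of *CSLG2*, which lies between *CSLG1* and *CSLG3*, are uncertain because these genes belong to 1 family, and so are those of AT4G38860 and AT4G38840, which flank the related *SAUR15*. In replicate 3, AT4G33070 had 565 CPM in Col-0 and 570 CPM in the library labelled *nup85-1*. The other 5 genes had the same direction in replicate 3 as in replicates 1 and 2.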

GO analysis further revealed that those *NUP85* regulated genes were also enriched at categories such as response to stimulus, response to chemical and response to abiotic stimulus (S4 Fig). It is possible that Nups may have redundant function in regulating ABA responsive genes since *nup85* single mutants did not alter most ABA-responsive genes. 

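Whether a gene counts as unaltered depends on what the test could detect. This was simulated for the mock genotype comparison only, and the spread after ABA was not simulated for it. When each gene had its own dispersion, edgeR called 48.4% of genes changed by 2-fold and 89.6% of genes changed by 4-fold with the spread of replicates 1 and 2, and 6.76% and 75.0% with that of all 3 replicates. With 1 dispersion for all genes it called 59.5% and 96.4%, and 45.3% and 96.6%. The simulations changed 200 of 19390 and 200 of 19606 genes, in 8 draws each.

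*RD29A*, *COR47* and *COR15A* were not called between genotypes after ABA. For *RD29A* the log2 fold change was -0.05 with replicates 1 and 2 (SE 0.15, n = 2 and 2, adjusted p = 0.894 from edgeR) and -0.22 with all 3 replicates (SE 0.36, n = 3 and 3, adjusted p = 1.00 from edgeR). Without Col-0 ABA replicate 3, which had 6454 CPM against 3962 and 3705 CPM in replicates 1 and 2, it changed sign to 0.07. *COR47* was at -0.31 with replicates 1 and 2 (SE 0.16, adjusted p = 0.327 from edgeR) and at -0.24 with all 3 replicates (SE 0.29, adjusted p = 1.00 from edgeR). *COR15A* was at -0.40 with replicates 1 and 2 (SE 0.28, adjusted p = 0.451 from edgeR) and at -0.29 with all 3 replicates (SE 0.27, adjusted p = 1.00 from edgeR). Across the alternatives, the smallest adjusted p was 0.608 for *RD29A*, 0.284 for *COR47* and 0.0977 for *COR15A*, and the largest was 1.00 for each.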

The heat map generated with *NUP85* regulated ABA- responsive genes in both Col-0 wild type and *nup85-1* mutant showed that the induction of a group of ABA-responsive genes was partially suppressed by the *NUP85* mutation (Fig 3D). In contrast, a small portion of DE genes were up-regulated in *nup85-1* mutant compared to Col-0 wild type. These results indicate that *NUP85* is involved in regulating gene expressions in response to ABA.

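Of the 131 ABA-responsive genes called between genotypes with replicates 1 and 2, 106 (80.9%) differed in level after ABA against the direction of their response in Col-0. In the libraries labelled *nup85-1*, 68 of them were induced genes that were lower and 38 were repressed genes that were higher. With the replicate block on all 3 replicates, 72 of 87 genes (82.8%) did so. Among all Col-0 ABA-responsive genes tested in both comparisons, called between genotypes or not, the level after ABA differed against the direction of the response for 999 of 1457 (68.6%, 95% Wilson interval 66.1 to 70.9) with replicates 1 and 2. In all 3 replicates it did so for 977 of 1393 (70.1%, 95% Wilson interval 67.7 to 72.5), and for 66.8 to 73.8% across the fits that each left out a single library. The median genotype difference along the direction of the response was -0.24 (log2) with replicates 1 and 2 and -0.24 with all 3.

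A difference in level after ABA can also be present under mock conditions. Of the 178 genes of S4 Table, 150 (84.3%) differed in the same direction under mock conditions as after ABA in replicates 1 and 2. In replicate 3, 108 of the 178 (60.7%) did so. The ABA fold change itself was therefore compared between genotypes, a measure chosen after the data had been seen. Of the called genes tested in all comparisons, 96 of 128 (75.0%) had a smaller ABA fold change in the libraries labelled *nup85-1* with replicates 1 and 2, and 74 of 87 (85.1%) with the genes called under the replicate block on all 3 replicates. Over all Col-0 ABA-responsive genes tested in these comparisons it was smaller for 68.0% with replicates 1 and 2 and 70.9% with all 3. When the genes were picked for their response in *nup85-1* instead, it was smaller for 43.6% with replicates 1 and 2 and 51.2% with all 3, and for 62 of 131 called genes (47.3%) with replicates 1 and 2.

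Genes picked for their response in Col-0 tend to differ against it in other libraries even without an effect. In 20 simulated draws without a genotype effect, the share of genes whose level differed against the response had a median of 56.6% with 2 replicates (from 53.5 to 59.8) and of 60.8% with 3 replicates (from 57.6 to 62.5). The list that responded in *nup85-1*, which favours the opposite direction, moved the share most. It was then 53.8% with replicates 1 and 2 and 59.8% with all 3 replicates, against simulated medians of 43.8% (from 41.9 to 45.8) and 40.2% (from 39.2 to 43.3). Of the simulated genes passing both criteria, at most 7 per draw, 54.5% differed against the Col-0 response with 2 replicates and edgeR (80.9% in the data). DESeq2 with its normal prior gave 68.8% with 2 replicates (79.6% in the data) and 76.2% with 3 (77.8% in the data). The replicate block was not simulated. Each gene was drawn independently, so deviations that many genes of a library share were not simulated either. The draws removed the genotype difference after ABA and kept that under mock conditions, which enters the list that responded in *nup85-1*.

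**Figure D3:**
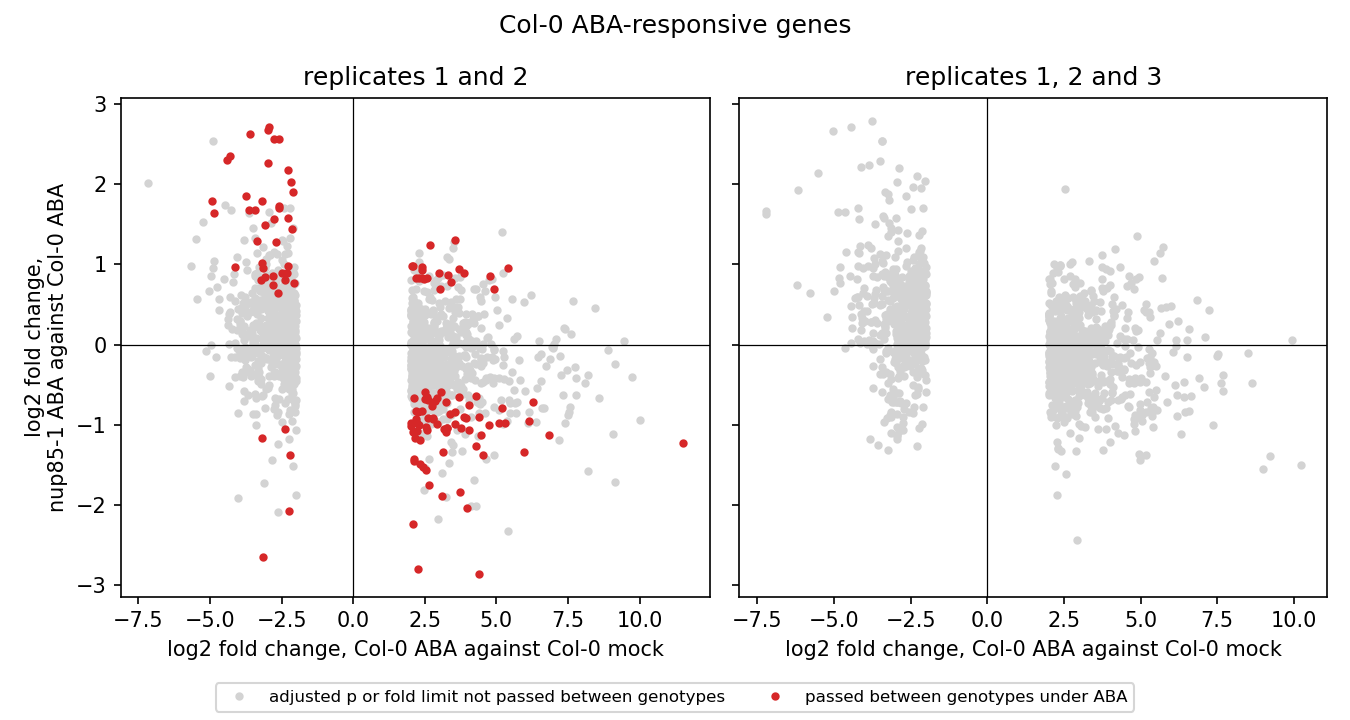
Log2 fold change between genotypes after ABA (vertical axis) against the log2 fold change after ABA in Col-0 (horizontal axis) for the Col-0 ABA-responsive genes, with replicates 1 and 2 (left) and all 3 replicates (right). Each point is 1 gene, and red points were also called between genotypes, 131 on the left and 0 on the right.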

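Counted by direction alone, 58 of the genes called with replicates 1 and 2 (44.3%) were higher in the libraries labelled *nup85-1* than in Col-0. They comprised 20 genes that ABA induced in Col-0 and the repressed genes that were higher. A further 5 genes were repressed in Col-0 and lower in these libraries. DESeq2 with its normal prior on replicates 1 and 2, without plastid and mitochondrial genes, gave 70 higher genes (39.3%), of which 26 were induced and 44 repressed in Col-0. With the replicate block on all 3 replicates, 56 genes (64.4%) were higher, 15 induced and 41 repressed.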

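The difference between the ABA responses of both genotypes was tested directly, as an interaction of genotype and ABA over all 4 groups. With replicates 1 and 2, 2 of 20492 genes had an adjusted p under 0.05 from edgeR, and 1903 had an unadjusted p under 0.05. These were AT1G68050, with an interaction of 1.67 on the log2 scale (SE 0.17, adjusted p = 0.0499 from edgeR), and AT5G51720, with -2.43 (SE 0.25, adjusted p = 0.0499 from edgeR); both were chosen after their values were seen. AT1G68050 (*FKF1*) is an evening gene of the circadian clock. After ABA it had 57.8 and 62.1 CPM in replicates 1 and 2 of Col-0, and 91.5 and 84.3 CPM in those labelled *nup85-1*. In replicate 3 this difference had the opposite direction, with 43.9 CPM in Col-0 and 19.8 CPM in the library labelled *nup85-1*. With all 3 replicates, 0 of 20574 genes passed, and 309 had an unadjusted p under 0.05. With the replicate block, 0 genes passed on replicates 1 and 2 (1847 at an unadjusted p under 0.05) and 0 on all 3 replicates (677). The count moved most with DESeq2 on replicates 1 and 2, to 67 genes, a setting chosen after the data had been seen. For *RD29B* the interaction was 0.13 with replicates 1 and 2 (SE 0.61, adjusted p = 0.960 from edgeR) and -1.43 with all 3 replicates (SE 1.48, adjusted p = 1.00 from edgeR), so its sign depended on replicate 3.

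Genotype differences under mock conditions and after ABA were correlated across the 20574 genes with r = 0.415 in replicates 1 and 2, where genes are not independent replicates, and with r = 0.0905 in replicate 3. From its heat map (Fig 3D), the paper describes a partly suppressed induction of a group of ABA-responsive genes. It reports that a small portion of genes was up-regulated in *nup85-1* instead. The paper takes these results to indicate an involvement of *NUP85* in the regulation of gene expression after ABA. For the ABA-responsive genes that did not change, the paper proposes that nucleoporins may act redundantly.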

### The abiotic stress tolerance phenotypes of *nup85* and other nucleoporin mutants

Since we have shown that *NUP85* is important for the expression of several stress responsive genes in response to ABA and salt stress, we next examined if *nup85* mutants may show altered stress phenotypes to ABA and salt stress. In plants, the NUP107–160 sub-complex consists of eight members, NUP160, NUP133, NUP107, NUP96, NUP85, NUP43, SEH1 and SEC13 [3,21,24]. Thus, we isolated homozygous mutant plants for the other seven nucleoporins and tested their stress phenotypes. As shown in S5 Fig, mutation of *NUP43*, *NUP107*, *NUP133*, *NUP96*, *SEC13* and *SEH1* did not cause obvious changes in their responses to ABA and salt stress when compared to Col-0 wild type control plants. The average root length of those mutants was similar to the Col-0 wild type control after being transferred to ABA and NaCl containing medium. Nevertheless, two alleles of *nup85* mutants were slightly more sensitive to ABA and salt stress as their root length was shorter than the wild type control after being transferred to ABA- and NaCl-containing medium (Fig 4A and 4B). In contrast, the root length of Col-0 wild type and *nup85* mutants was comparable when they were transferred to control medium. In addition to the *nup85* mutants, *hos1* and *nup160* mutants also showed increased sensitivity to ABA and salt stress as their root growth was significantly less compared to the Col-0 wild type after being transferred to the ABA and NaCl containing medium (Fig 4C and 4D). We also examined the responses of *nup85-1 nup160* and *nup85-1 hos1* double mutants to ABA and salt stress. As illustrated in Fig 5A, *nup85-1*, *nup160*, *hos1* single mutants and those two double mutants all displayed hypersensitivity to ABA and NaCl because their root length was shorter than Col-0 wild type after being transferred to the indicated ABA and NaCl containing medium. The root length of the double mutants was not evidently shorter than the single mutant (Fig 5B), indicating a lack of additive phenotypes in the double mutant, and thus suggesting that the Nups may function in the same genetic pathway in regulation of the tested stress responses. These genetic results suggest that *NUP85*, *NUP160* and *HOS1* are involved in ABA and salt stress responses.

**Fig 4:**
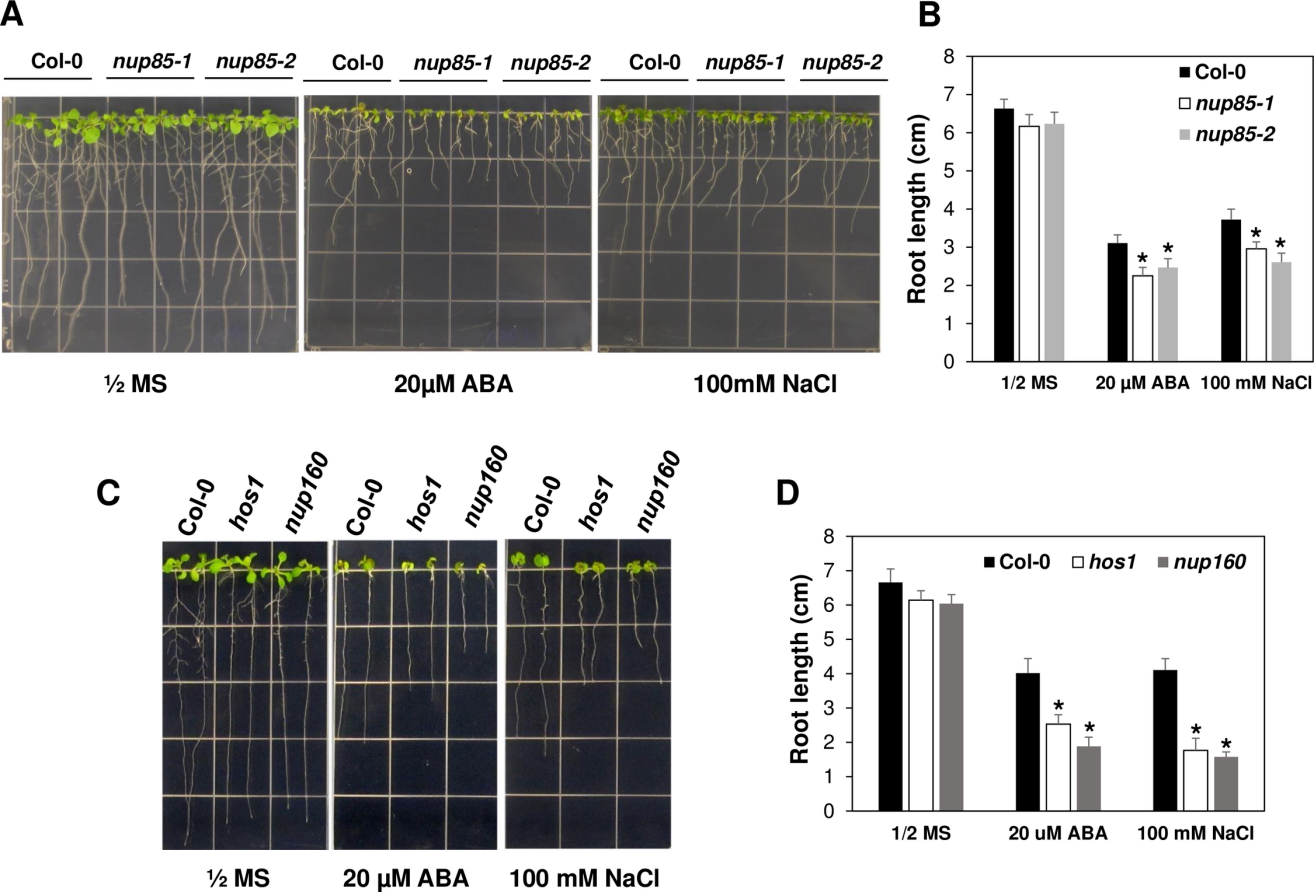
The hypersensitivity of *nup85*, *hos1* and *nup160* plants in response to ABA and salt stress. (A) The phenotypes of Col-0 wild type and two mutant alleles of *nup85* in response to ABA and NaCl. (B) Quantification of the primary root length of wild type, *nup85-1* and *nup85-2* at 7 days after transfer to the indicated media. (C) The ABA and NaCl inhibition of seedling growth of wild type, *hos1* and *nup160* mutants. (D) Quantification of the primary root length of wild type, *hos1* and *nup160* at 7 days after transfer to the indicated media. Phenotypes were documented at 7 days after the seedling transfer to ½ MS plates, 20 μM ABA or 100 mM NaCl containing medium. The experiments were repeated at least three independent times with consistent results. Values indicate means ± SD (n = 36). Significance between the mean values were analyzed with Student’s *t* test (* P< 0.05). Asterisks indicate significant differences compared to WT Col under the same treatments.

**Fig 5:**
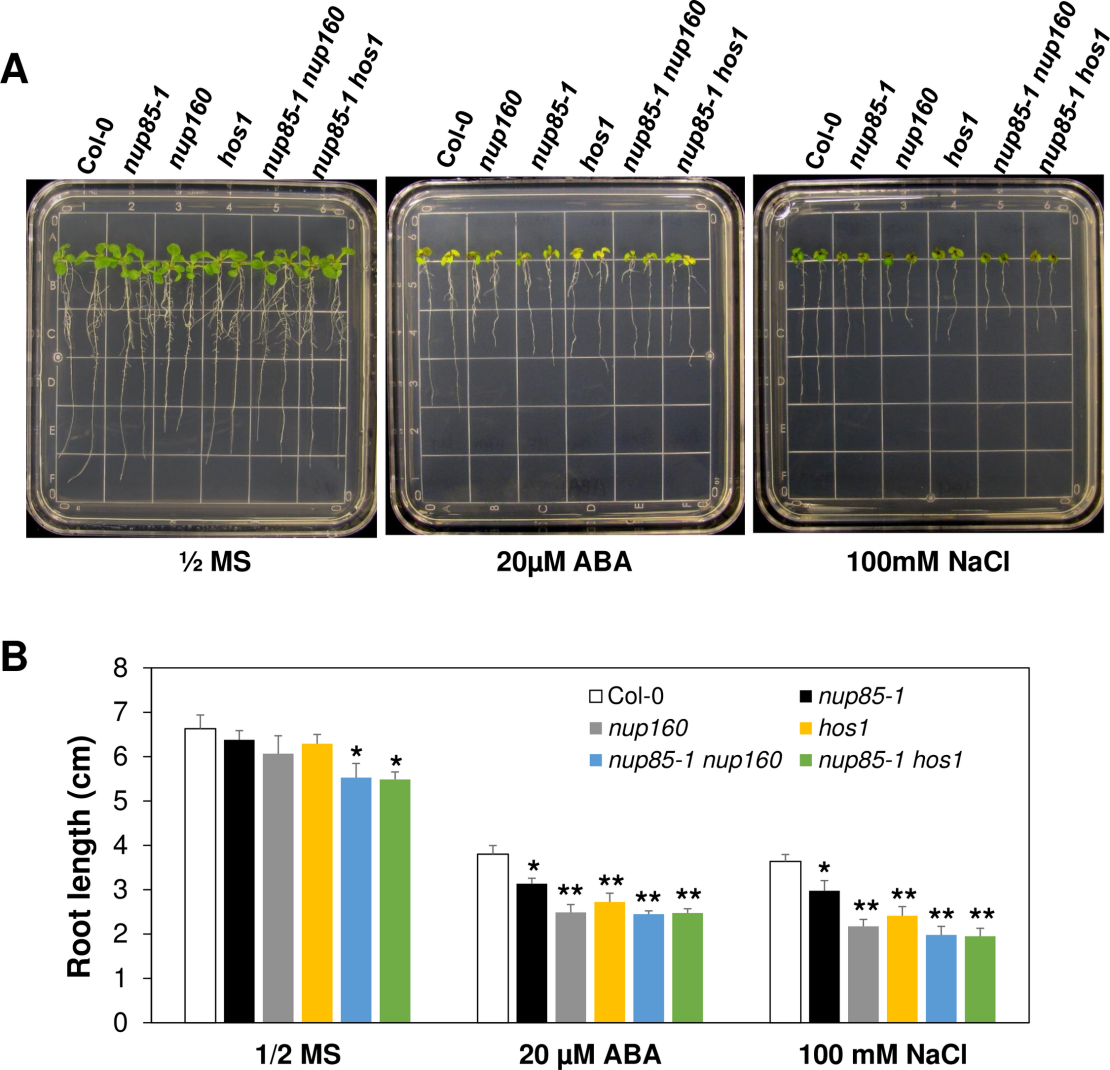
The ABA and salt hypersensitivity of *nup85-1 nup160* and *nup85-1 hos1* double mutants. (A)The root growth of Col-0 wild type, *nup85-1*, *nup160*, *hos1* single mutants and *nup85-1 nup160* as well as *nup85-1 hos1* double mutants on control ½ MS and ABA or NaCl-containing MS medium. (B)Quantification of the primary root length of indicated genotypes at 7 days after transfer to control and ABA or NaCl- containing MS medium. Three-day-old seedlings from each genotype were transferred to the indicated media and primary root length was measured after 7 days. Values indicate means ± SD (n = 24). Asterisks indicate significant differences compared to WT Col under the same treatments. Significance between the mean values were analyzed with Student’s *t* test (* P< 0.05, ** P< 0.01).

### Expression of stress responsive genes is also attenuated in *nup160* and *hos1* mutants

To investigate if *NUP160* and *HOS1* affect the expression of stress responsive genes in response to ABA and salt stress, we treated Col-0 wild type, *nup160* and *hos1* mutants with mock, 50 μM ABA or 0.3 M NaCl. The results showed that ABA and salt stress induced expression of *RD29A*, *COR15A* and *COR47* was expressively reduced in *nup160* and *hos1* mutants after ABA and salt treatment when compared to the Col-0 wild type (Fig 6A and 6B). Additionally, we also tested the expression of *RD29B* in the Col-0 wild type and those mutants. We found that the expression of *RD29B* was significantly inhibited in *nup160*, *hos1* and *nup85-1* mutants compared to Col-0 wild type (S6 Fig). These results suggest that *HOS1* and *NUP160* are also required for proper expression of stress responsive genes.

**Fig 6:**
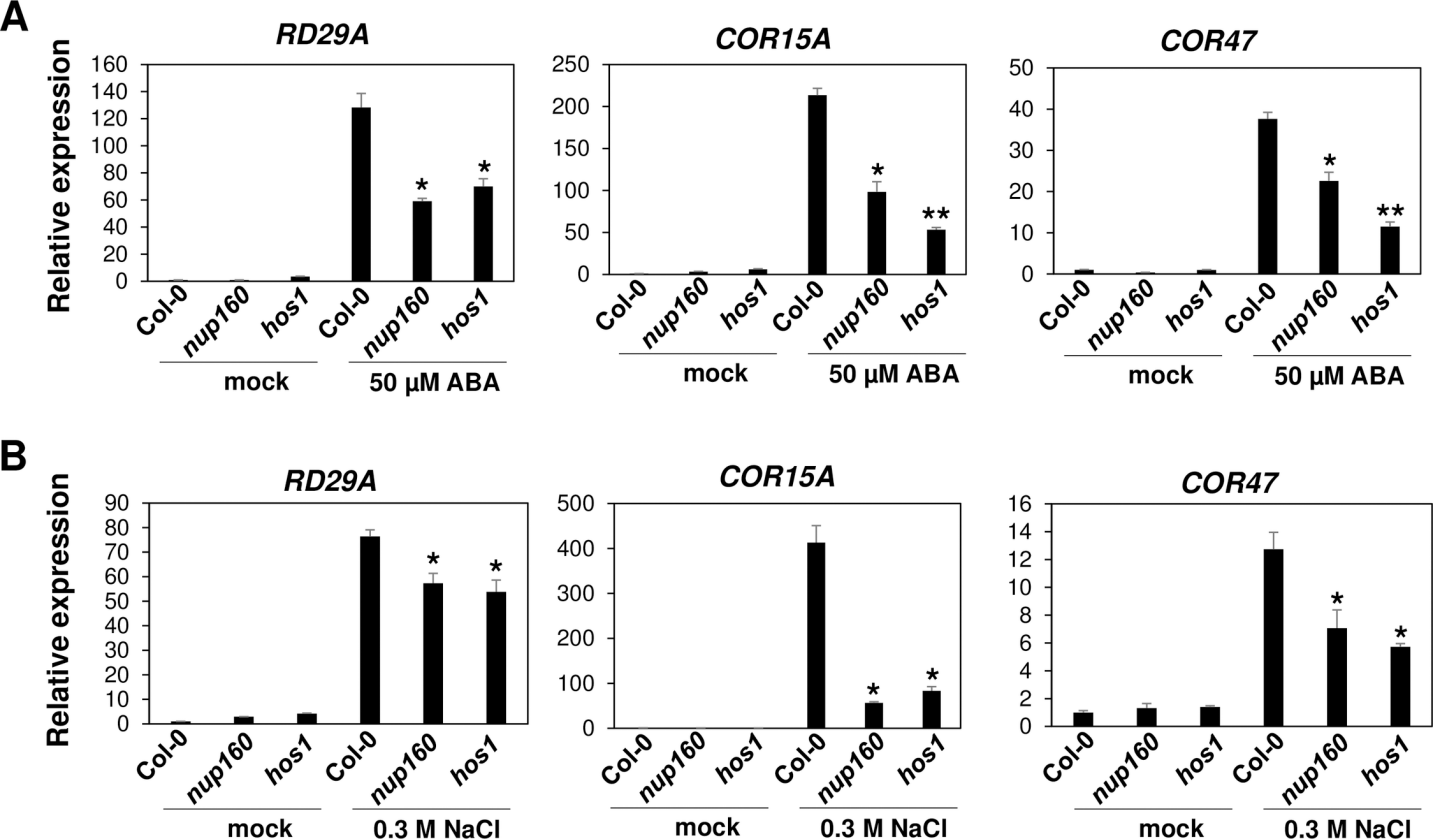
The impaired expression of stress responsive genes in *nup160* and *hos1* mutants in response to ABA and salt stress. (A)The expression of stress responsive genes *RD29A*, *COR15A* and *COR47* in Col-0 wild type, *nup160* and *hos1* mutants under mock and ABA treatment. (B)The expression of *RD29A*, *COR15A* and *COR47* in Col-0 wild type, *nup160* and *hos1* mutants under mock and salt treatments. RNA was extracted from 7-day-old seedlings which were treated with mock, 50 μM ABA or 0.3 M NaCl. Data are mean values ±SD of three independent replicates. Significance between mean values were analyzed by student’s *t* test (* P< 0.05, ** P< 0.01). Asterisks indicate significant differences compared to WT Col under the same treatments.

### Identification of putative NUP85 interacting proteins

Recent proteomics studies have revealed more than 22 Nups in plants [24]. To better understand the biological functions of NUP85 and its associating proteins, we performed anti-MYC immunoprecipitation and subsequent mass spectrometry (IP-MS) in WT and *Nup85pro*: *NUP85-MYC* transgenic plants. From two independent IP-MS experiments, we totally identified 55 putative NUP85 interacting proteins following two criteria to rule out the nonspecifically interacted proteins (1) proteins are present in the two independent replicates of IP-MS data; (2) proteins that have unique peptides or significantly more peptides (at least 5-fold more) identified in *NUP85* transgenic plants compared to WT samples. The full list of putative NUP85 interacting proteins are listed in S5 Table, NUP160, NUP133, NUP43, NUP96, NUP107 and Seh1 as well as Sec13 were present in the NUP85 immuno-complex with abundant unique peptides, confirming the conserved configuration of NUP107-160 sub-complex in plants. HOS1 was also present in the NUP85 immuno-complex with comparable abundance to other Nups in NUP107-160 complex. Besides Nups, some Transducin/WD40 repeat-like superfamily proteins such as Sec13A, which are known to be involved in mRNA and protein transport, were found in the NUP85 immuno-complex. Interestingly, several mediator subunits including MED16, MED14 and MED18 were also precipitated by NUP85, suggesting that possible involvement of NUP85 and other Nups in transcriptional regulation. To validate some of the candidate interacting proteins, we cloned HOS1 and Sec13A, and tested their interactions with NUP85 in split-luciferase (LUC) complementation assays. The results indicated that NUP85 could directly interact with Sec13A but not HOS1 (S7 Fig).

### The interaction between NUP85 and MED18

To investigate if there is an interaction between NUP85 and mediator subunits, we selected MED18, which has been reported to be involved in ABA signaling pathway [25,26]. As shown in Fig 7A, the co-expression of MED18-Cluc and NUP85-Nluc resulted in strong LUC activity in the split-LUC complementation assay. In contrast, the co-expression of NUP85-Nluc and empty Cluc or PYL1-Cluc did not cause any detectable LUC activities. Co-immunoprecipitation assay in protoplasts showed that MED18-HA was precipitated by NUP85-GFP (Fig 7B), further confirming the interaction between NUP85 and MED18. In addition, we also investigated the temporal and spatial expression patterns of *NUP85* and *MED18* in Arabidopsis electronic fluorescent pictograph (eFP) browser. As illustrated in S8 Fig, both *NUP85* and *MED18* are widely expressed in most of tissues such as seeds, leaves, and stems, especially in shoot apex and flowers with higher expression levels.

**Fig 7:**
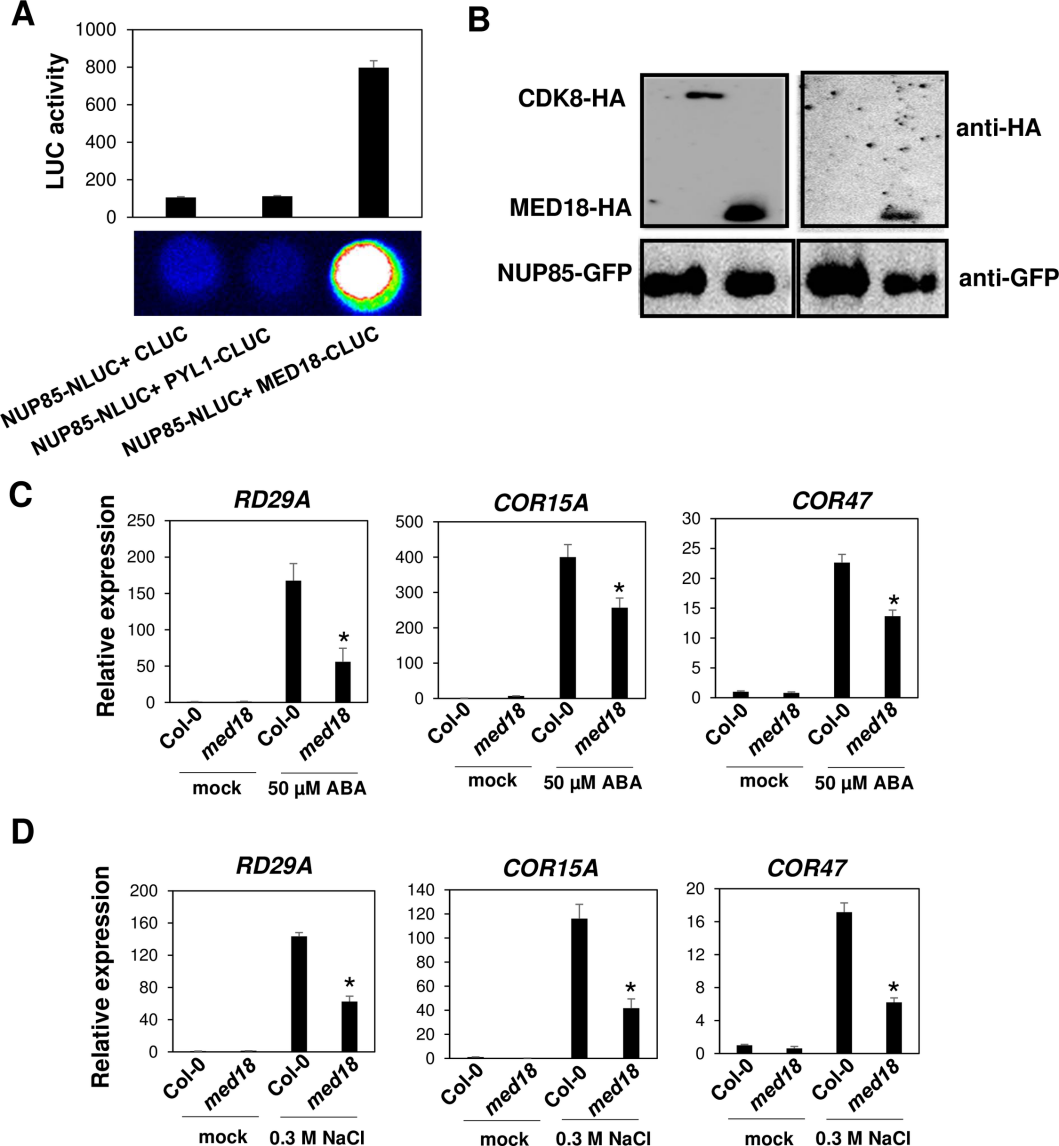
The interaction between NUP85 and MED18. (A) Split luciferase complementation assay in *Arabidopsis* protoplasts showing the interaction between NUP85 and MED18. Empty Cluc and PYL1-Cluc were used as negative controls. Approximately 1×10^4^ protoplasts per sample were co-transformed with indicated plasmids. The split-LUC complementation assay was repeated three independent times with consistent results. (B) Co-immunoprecipitation assays in *Arabidopsis* protoplasts confirming the interaction between NUP85 and MED18. CDK8-HA was used as a control. (C) The relative gene expression of *RD29A*, *COR15A* and *COR47* in wild type and *med18* mutants under mock or ABA treatments. (D)The relative gene expression of *RD29A*, *COR15A* and *COR47* in wild type and *med18* mutants under mock or salt treatments (0.3 M NaCl). In C and D, values indicate means ± SD (n = 3). Significance between the mean values were analyzed with Student’s *t* test (* P< 0.05).

We next examined ABA and salt stress induced gene expression in Col-0 wild type and *med18* mutants (Fig 7C). Similar to *nup85* mutants, the ABA and salt stress induced expression of *RD29A*, *COR15A* and *COR47* was also inhibited in *med18* mutants relative to the wild type Col-0, signifying overlapping functions of MED18 and NUP85. To further explore the mechanism of how Nups regulate the expression of stress responsive genes, we examined *ABI5* expression in wild type Col-0, *nup85-1*, *nup160* and *hos1* as well as *med18* mutants under mock or ABA treatments. *ABI5* is not only one of the MED18 targeted genes [25], but also a key regulator for the expression of stress responsive genes [27]. As illustrated in S9 Fig, *ABI5* expression was obviously inhibited in those *Nup* mutants and *med18* mutants after ABA treatments when compared to the wild type Col-0. Consistent with the interaction between NUP85 and MED18, *med18* mutants also displayed hypersensitivities to ABA and salt stress because their primary root length was shorter than Col-0 wild type after transferred to MS medium containing indicated concentrations of ABA and NaCl (Fig 8).

**Fig 8:**
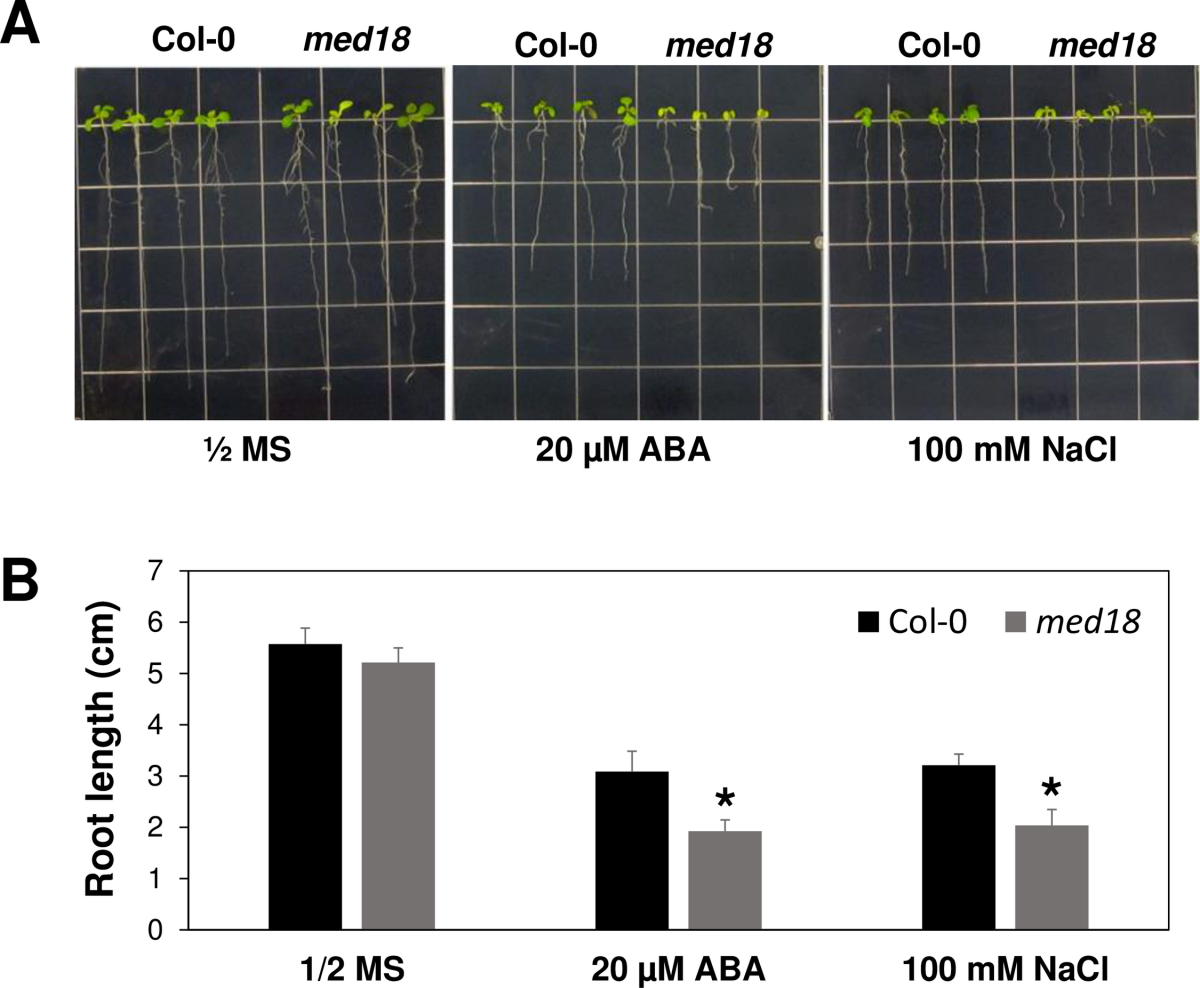
The hypersensitivity of *med18* in response to ABA and salt stress. (A) The root growth of Col-0 wild type and *med18* mutants on control ½ MS and ABA or NaCl-containing MS medium at 7days after transfer. (B) Quantification of the primary root length of Col-0 wild type and *med18* mutants at 7 days after transfer to control and ABA or NaCl- containing MS medium. Three-day-old seedlings were transferred to the ½ MS or ABA/NaCl containing media and primary root length was measured after 7 days. Values indicate means ± SD (n = 20). Asterisks indicate significant differences compared to WT Col under the same treatments. Significance between the mean values were analyzed with Student’s *t* test (* P< 0.05).

## Discussion

Although core factors in abiotic stress signaling and responses have been identified with extensive genetic and biochemical studies in plants [28], abiotic stress responses remain intricate as many other factors yet to be discovered. In our present study, we have identified *NUP85* as a regulator of ABA and salt stress responsive genes. The mutation of *NUP85* impaired the ABA- and salt stress-induced expression of *RD29A* and several other stress-responsive genes, suggesting that *NUP85* may be a positive regulator for ABA and salt responses. Similarly, mutation of other Nups such as *HOS1* and *NUP160* also reduced the expression of stress responsive genes, thereby indicating that *NUP85* and other Nups components have overlapping functions in regulating the expression of stress responsive genes. Consistent with the altered expression of stress responsive genes, *nup85*, *nup160* and *hos1* mutants are hypersensitive to ABA and salt stress. Thus, our results indicate the involvement of Nups in ABA signaling and salt stress responses.

Currently, one of the best characterized NPC components is HOS1, which has been shown to associate with the chromatin of *FLOWERING LOCUS C* (*FLC*) and the promoter region of *MIR168b*, to regulate flowering time and miRNA biogenesis [15,23]. Nevertheless, how other Nups regulate gene expression remains largely unknown. Based on previous and our present studies, NPC components were suggested to play a role in gene expression regulation through various mechanisms. In fact, a number of previous studies have revealed that mutations in NPC components resulted in the accumulation of mRNAs in the nuclei [3,7,8,29,30], which could subsequently affect the expression of genes such as stress responsive genes in plants. Moreover, increasing evidence supported NPC as gene-gating organelles which could recruit actively transcribed genes to them and regulate gene expression [31]. It is likely that transcription of group of stress responsive genes is dependent on certain NPC components in response to different environmental stresses. Our results showed that the expression of *RD29A* and several stress responsive genes was impaired at the transcriptional level in *nup85*, *hos1* and *nup160* mutants, indicating that these NPC components are required for high level transcription of the stress responsive genes in response to ABA and salt stress. Additionally, plant NPC was recently demonstrated to undergo conformational switch in response to pathogen infection, allowing significant activation of nucleocytoplasmic transport and multiple stress-related signaling pathways [32]. The study raised the possibility that NPC components may facilitate the transcription of stress responsive genes in response to various environmental stresses by controlling the transport of critical signaling components and transcriptional regulators between the nuclei and cytoplasm.

In addition to these evidence, proteomics data from our studies further revealed several putative NUP85 interactors, which not only broadened our understanding of NPC functions in plants, but also indicated some potential mechanisms of how NPC components regulate the gene expression. It is worth noting that all the proteins identified from our proteomics data are putative NUP85 interacting proteins until they are validated by further experiments. Our IP-MS results suggested that NUP85 forms a complex with HOS1 and seven other nucleoporins located in the NUP107-160 sub-complex in plants, thus confirming the conserved configuration of NUP107-160 sub-complex in eukaryotic cells. Additionally, some Transducin/WD40-repeat proteins were co-purified with NUP85 including Sec13A, which are involved in assembling NPC domains, signal transduction and mRNA and protein transport [24]. Another interesting discovery from our proteomics data was that several mediator subunits were also present in the NUP85 immuno-complex, providing an alternative way for NUP85 and other Nups to regulate transcription. Recent studies in yeast cells showed that nuclear pore-associated TREX-2 complex directly interacts with mediators to regulate gene expression through the RNA Pol II transcription machinery [33]. However, whether NPC could regulate transcription through the mediator complex remains unknown in plants. Our data suggested the possibility of NUP85 and other NPC components in accessing the core transcriptional machinery through modulating the mediator complex and RNA Pol II association. Among the mediator subunits co-purified by NUP85, MED18 has been known to be involved in ABA signaling, flowering control and plant defense [25,34]. The ABA and salt stress induced expression of several stress responsive genes is significantly attenuated in *med18* mutants, which was similarly observed in *nup85* mutants. Importantly, we further demonstrated that NUP85 and MED18 are both important for the expression of *ABI5*, which could activate the expression of downstream stress responsive genes [35]. In summary, our study illustrates that NUP85 and some Nups such as NUP160 and HOS1 regulate stress-responsive gene expression through cooperating with mediator complex. Thus, our findings provide new insights into the role of Nups in ABA signaling and salt responses.

## Materials and methods

### Plant materials, growth conditions and stress phenotypic analysis

To screen for new regulatory components involved in abiotic stresses, we first performed EMS mutagenesis on *sic–1* mutants expressing RD29Apro-LUC as described in [23]. The mutants with significant reduced luminescence in response to 100μM ABA or 200 mM NaCl were selected. The wild type (WT) for LUC assays refers to Col–0 ecotype with the *gl–1* mutation harboring the *proRD29A-LUC* transgene. For abiotic stress phenotypic analysis and gene expression, WT refers to Col-0. The T-DNA insertion mutants *nup85-1* (SALK_133369C), *nup85-2* (SALK_113274C), nup160 (SALK_126801C), *hos1* (SALK_069312C), *nup43* (SALK_095344C), *nup107* (SALK_057072), *nup96* (SALK_135920C), *nup133* (SALK_092608C), *sec13* (SALK_045825C), *seh1* (SALK_022717C) and *med18* (SALK_027178C) were in Col-0 background and were obtained from the Arabidopsis Information Resource Center (ABRC). *nup85-1 nup160* double mutant was described in [36]. *nup85-1 hos1* double mutant was generated by crossing the nup85-1 and hos1 single mutant. The seeds were surface sterilized and sown on half Murashige and Skoog (MS) medium containing 1% sucrose and 0.8% agar. After 2 days in 4°C, the plates were moved to growth chamber under photoperiod of 16 h light/8 h dark. Root growth inhibition assays were performed as described previously [37]. For post-germination root growth assays, 3 or 4-days-old seedlings were first germinated on vertical half MS medium and then were transferred to ABA-(20 μM) or NaCl (100 mM) containing medium and the primary root growth was documented and quantitatively measured at 7 days after transfer.

### Generation of transgenic plants

To generate *NUP85* complementation lines, the genomic sequence of *NUP85* with about 2 kb upstream sequence before its start codon was amplified by high-fidelity DNA polymerase (PrimeSTAR HS DNA Polymerase, Clontech). The PCR product was first inserted into pENTR vector (Invitrogen), and then was transferred to destination vector pGWB-16 (MYC tag) via LR reaction. After verified by sequencing, the construct was introduced into Agrobacterium GV3101 for plant transformation. All indicated constructs were transformed by floral dip method [38]. The homozygous *NUP85* complementation lines were used for affinity purification.

### Luciferase imaging

Twelve-day-old seedlings of wild-type, *sic–1* and *sic–1 nup85* were sprayed with distilled water or indicated concentrations of ABA and NaCl solutions for 3h and 5h, respectively. The LUC images were captured using a low-light video imaging system with WinView software.

### Map-based cloning and whole genome sequencing

Map-based cloning was performed as described [23]. The F2 mutants with suppressed LUC phenotype were selected by genotyping for *sic-1* mutant. The results indicated that the mutation was located in chromosome 4 between 12,980 Kb and 16,500 Kb. Whole genome sequencing was performed, and a mutation was found in At4g32910 locus.

### Quantitative real-time PCR

RNA was extracted from 7-day-old seedlings by RNeasy Plant mini kit (QIAGEN) followed by DNase (Turbo) digestion. For testing gene expressions, 1 μg total RNA was used for reverse transcription using M-MLV reverse transcriptase (Promega) according to the manufacturer's instructions. Real-time PCR was performed using iQ SYBR Green Supermix (Bio-Rad) on a CFX96 real-time PCR detection system (Bio-Rad). *Actin 2* (*ACT2*) was used as the internal reference for all reactions. The relative gene expression value was calculated as described previously [39]. All primers were listed in S6 Table.

### RNA-sequencing and data analysis

wild type and *nup85* mutant seeds were germinated on 1/2 MS medium in growth chamber at 24°C for 7 days and were treated with mock or 3 hr of 50 μM ABA at room temperature. The total RNA was isolated with Trizol reagent (Invitrogen) according to the manufacturer’s instruction and RNA-sequencing were carried out by the Core Facility of Genomics in Shanghai Plant Stress Biology Center, China. Quality control was checked using FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc). RNA-Seq reads were trimmed using the fastx_trimmer command FASTX-Toolkit (hannonlab.cshl.edu/fastx_toolkit/index.html) with parameter “-f 11 -l 80” before alignment. Trimmed reads were mapped to *Arabidopsis* reference genome (TAIR10) using TopHat2 using “—b2-very-sensitive” option [40]. Read count for each gene were obtained using featureCounts [41]. Differentially expressed (DE) genes were identified using DESeq2 [42]. *NUP85*-regulated genes were defined under the criteria: 1) genes were differentially expressed after ABA in Col-0 with 4-fold change; 2) gene expressions in *nup85* mutants were at least 1.5-fold higher or lower than those in wild type after ABA treatments. GO enrichment analysis were performed at http://geneontology.org/.

### Affinity purification and mass spectrometry

For affinity purification of NUP85 and its associated proteins, about two grams of 12-day-old *NUP85pro*: *NUP85-MYC* transgenic seedlings were collected and same amount of WT seedlings was used as a negative control. Total protein extraction and affinity purification were performed as described previously [39]. The protein supernatants were incubated with 30 μL of anti-MYC agarose beads (Abcam), which had been pre-equilibrated with lysis buffer. After incubation at 4°C with rotation for 4 hours, the agarose beads were washed four times with lysis buffer followed by one time wash with 1 mL of PBS buffer. The agarose beads were finally resuspended in 100 μL of PBS buffer. After trypsin digestion, the mass spectrometer was operated in the data-dependent mode in which a full MS scan (from m/z 350–1500 with the resolution of 30,000 at m/z 400), followed by the 10 most intense ions being subjected to collision-induced dissociation (CID) fragmentation. CID fragmentation was performed and acquired in the linear ion trap (normalized collision energy (NCE) 30%, AGC 3e4, max injection time 100 ms, isolation window 3 m/z, and dynamic exclusion 60 s) according to [43]. The raw files were searched directly against the *Arabidopsis thaliana* database (TAIR10) with no redundant entries using Proteome Discover 2.1. Precursor mass tolerance was set at 10 ppm, and the MS/MS tolerance was set at 0.6 Da. The searches were performed with trypsin digestion and allowed a maximum of two missed cleavages on the peptides analyzed from the sequence database. The false discovery rates for proteins and peptides were set at 0.01, and the minimum peptide length was six amino acids. To identify significantly changed proteins from IP-MS results, we performed two biological replicates. The putative interacting proteins of NUP85 were selected based on two criteria:(1) proteins were identified in both replicates of IP-MS data or (2) proteins that have unique peptides or significantly more peptides in *NUP85* transgenic plants than in control samples.

### Split Luciferase (LUC) complementation

The full-length coding sequences of *NUP85*, *HOS1*, *Sec13A* and *MED18* were amplified by PCR using primers listed in S2 Table. The PCR products were first cloned into pENTER vector (Invitrogen) and then transferred to nLUC/cLUC vectors via LR reactions. Split-LUC complementation assay was performed in *Arabidopsis* protoplasts per [39]. The reconstitute LUC activity was detected in the dark by cooling camera. The image and quantification of LUC activities were analyzed with Winview software.

### Co-Immunoprecipitation assay

The NUP85-GFP and MED18-HA or CDK8-HA were transiently co-expressed in *Arabidopsis* protoplasts per [39]. After transformation, the protoplasts were collected and suspended in 1 mL lysis buffer containing 50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 5 mM EDTA, 1 mM phenylmethylsulfonyl fluoride (PMSF), 2 mM DTT, 0.1 (v/v) Triton X-100 and Protease Inhibitor Cocktail (Sigma-Aldrich) in ice for 20 min. The lysis was then centrifuge at 13000 rpm for 15 min at 4°C and was incubated with pre-equilibrant GFP-Trap beads (Chromo Tek) for at least 4 hours with continuous rotation. The beads were washed at least four times with lysis buffer at 4°C and boiled in 4× SDS loading buffer for 10 min. Protein samples were separated by SDS-PAGE and were further detected with polyclonal anti-HA (Abcam) and anti-GFP antibody (Roche).

## Supporting information

S1 Fig The expressions of *COR15A* and *RD29B* in WT, *sic-1* and *sic-1 nup85* double mutants under mock and ABA treatment. RT-qPCR analysis showed that the expressions of ABA responsive genes *COR15A* and *RD29B* were significantly lower in *sic-1 nup85* double mutants when compared to *sic-1*. Values represent means ± SD (n = 3).
(TIF) Click here for additional data file.

S2 Fig The leaf size and morphology of WT, *sic-1*, *sic-1 nup85* double mutants and *NUP85* complementation lines. (A) The typical leaves detached from indicated 5-week-old plants grown in soil. (B) The morphology of indicated genotypes grown in soil under normal growth conditions.
(TIF) Click here for additional data file.

S3 Fig Verification of *nup85* T-DNA insertion mutants. (A) genomic DNA PCR showing the homozygous of *nup85* mutants. (B) The relative gene expression levels of *NUP85* in Col-0 wild type and two lines of *nup85* mutants. The RNA was extracted from leaves of 4-week-old plants in soil. Data represent means value ± SD (n = 3). Significance between mean values were analyzed by student’s *t* test (* P< 0.05). Significance between mean values were analyzed by student’s *t* test (* P< 0.05). Asterisks indicate significant differences compared to WT Col under the same treatments.
(TIF) Click here for additional data file.

S4 Fig Gene ontology enrichment analysis of *NUP85* regulated ABA responsive genes (p value < 0.05). (TIF) Click here for additional data file.

S5 Fig The root length of Col-0 wild type and nucleoporin mutants under control, ABA and salt stress. The root length was documented at 7 days after seedlings transfer to ½ MS plates, 20 μM ABA or 100 mM NaCl MS plates At least twelve 3-day-old seedlings from each genotype were transferred and root length was measured after 7 days. The experiments were repeated two independent times. Values indicate means ± SD (n = 24).
(TIF) Click here for additional data file.

S6 Fig The expression of *RD29B* in Col-0 wild type, *hos1*, *nup160* and *nup85-1* mutants under mock and ABA treatments. Values represent means ± SD (n = 3). Asterisks indicate significant differences compared to WT Col under the same treatments. Significance between mean values were analyzed by student’s *t* test (* P< 0.05).
(TIF) Click here for additional data file.

S7 Fig NUP85 interacts with Sec13A but not HOS1. Split-LUC complementation assays showing the interactions between NUP85 and Sec13A or HOS1 in *Arabidopsis* protoplasts. Approximately 1×10^4^ protoplasts per sample were co-transformed with indicated plasmids. The split-LUC complementation assay was repeated three independent times with similar results.
(TIF) Click here for additional data file.

S8 Fig The expression patterns of *NUP85* and *MED18* in Arabidopsis eFP Browser. The snapshot of tissue specific expression patterns of *MED18* and *NUP85* from Arabidopsis eFP Browser.
(TIF) Click here for additional data file.

S9 Fig The relative expression of *ABI5* in wild type, *nup85-1*, *nup160* and *hos1* under mock or ABA treatments. Values indicate means ± SD (n = 3). Asterisks indicate significant differences compared to WT Col under the same treatments. Significance between the mean values were analyzed with Student’s *t* test (* P< 0.05).
(TIF) Click here for additional data file.

S1 Table The list of differentially expressed genes regulated by NUP85 under mock conditions. (XLSX) Click here for additional data file.

S2 Table The list of ABA responsive genes identified in Col-0 wild type. (XLSX) Click here for additional data file.

S3 Table The list of ABA responsive genes identified in *nup85-1* mutants. (XLSX) Click here for additional data file.

S4 Table The list of ABA responsive genes regulated by *NUP85* in response to ABA. (XLSX) Click here for additional data file.

S5 Table The list of putative NUP85 interacting proteins identified from IP-MS experiments. (XLSX) Click here for additional data file.

S6 Table The list of primers used in the study. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

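RNA was sequenced from 7-day-old seedlings of Col-0 and *nup85-1* after mock treatment or 50 μM ABA, with 3 libraries in each of the 4 groups. The sample labels give 3 h in liquid medium for mock and ABA seedlings, and Fig 3D gives 0 h for mock. The authors deposited raw featureCounts counts of reads on 33602 genes, made from trimmed reads mapped to TAIR10 with TopHat2, and these counts were not normalized. The count table had 0 columns that belong to no sample. The total of counted reads per library had a median of 13709944. The level of *NUP85* in the library labelled *nup85-1* mock replicate 3 goes against its label, so libraries are called by their labels throughout.

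Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Each comparison was fitted on its own groups with edgeR (filterByExpr, TMM, glmQLFit, glmQLFTest) and adjusted by the Benjamini-Hochberg method. The limits were an adjusted p under 0.05 and a fold change of 1.5 between genotypes or 4 between treatments. The interaction was fitted on all 4 groups without a fold limit. The Wilson and bootstrap intervals cover counting error over genes only. CPM were computed with TMM factors, and log2 CPM with a prior count of 2. A fold change was not given where both groups were at or under 3 counts.

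The comparisons, tests, alternatives and gene lists were set before the data were examined. The choice of fits drew on mean counts in the paper's S1 Table and S2 Table, which come from part of the same libraries. The alternatives were DESeq2 without and with its normal prior on fold changes, DESeq2's size factors or upper-quartile normalization in edgeR, no filter on low counts, at least 10 counts in every library, each library left out in turn, the replicate number as a block, all 12 libraries in one fit, and the fold limit built into the test. After the tables were found to hold replicates 1 and 2, these libraries were also fitted with edgeR, with the block, and with DESeq2 without and with the prior, all chosen after seeing the data. The same holds for the fits on nuclear genes, for counting genes without an adjusted p together with the removal of plastid and mitochondrial genes, and for the *nup85-1* ABA list on replicates 1 and 2.

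Whether replicate numbers pair the libraries was checked by correlating the deviations from the group means of libraries with the same number. For mock libraries of both genotypes the correlations were 0.493, 0.48 and 0.733 in replicates 1, 2 and 3, and for ABA libraries 0.635, 0.559 and 0.764. By this check libraries with the same number deviated together in the genotype comparisons and hardly in the treatment comparisons. Libraries with unlike numbers were not compared. Replicate 3 lay apart in all 4 groups, which alone can make replicates 1 and 2 of both genotypes deviate together. The check therefore cannot tell whether replicates 1 and 2 are paired by number. The fits reported as the result are nevertheless without the block in each comparison, as set beforehand, and fits with the block are alternatives.

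The genes named in the text are those the paper names and, by the rule for the mock comparison and for the ABA-responsive genes that differ between genotypes, the 3 genes with the largest fold change in each direction among those past the limits without overlap of the genotypes. In edgeR without the block, 0 genes pass the limits with 3 replicates in either genotype comparison (1010 and 995 at an unadjusted p under 0.05), so this rule was applied to the lists from DESeq2 with its normal prior on replicates 1 and 2, and ranked by its shrunken fold changes, a change made after the data were seen. In all, 6 gene lists written from general knowledge were tested with fry and camera: hypoxia (24 genes), clock morning (8), clock evening (8), rapid touch and wound response (17), ABA signalling outputs (23), and the subcomplex that holds NUP85 with HOS1 (10). The paper's S4 Table had been read when the lists were written. The touch and wound list shares genes with S1 Table, such as *ERF4* (AT3G15210) and *ORA47* (AT1G74930). Its tests between genotypes are therefore not independent of that table.

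The tests were tested on simulated data of the mock genotype comparison, with known changes in 200 genes, in 8 draws for each setting. The limit on false calls was first set on draws in which each gene had its own dispersion. DESeq2 with 3 replicates failed it there, and the limit was then moved to draws with 1 dispersion for all genes, after this failure had been seen. In the draws with gene-wise dispersions, DESeq2 with 3 replicates made between 46 and 68 false calls (median 53.5, 30.1% of its calls), and edgeR between 4 and 13 (median 6.5, 8.41%). With 2 replicates, edgeR made between 15 and 41 false calls (13.5%) and DESeq2 between 11 and 26 (12.7%). Libraries without a genotype effect after ABA were simulated in 20 draws to measure what the shared Col-0 ABA libraries give alone. Each gene was drawn independently, and the genotypes kept their own mock means. Random lists were drawn 10000 times within 20 bins of expression, bootstrap intervals used 2000 resamples, and corrections for GC content, gene length and expression used splines with 5 degrees of freedom.

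Gene names, neighbours, lengths and GC content were taken from TAIR10.1, while the authors mapped to TAIR10, so no coordinates are given. The GO enrichments, the RT-qPCR, and the salt experiments were not analysed here.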

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

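The tests of exchanged labels, of Col-0 or mixed seedlings and of RNA carry-over were chosen after the results they concern had been seen.

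The library labelled *nup85-1* mock replicate 3 had 27.5 CPM of *NUP85*, and the library labelled *nup85-1* ABA replicate 3 had 17.0 CPM. Neither library is among those behind the paper's tables. An exchange of the Col-0 and *nup85-1* labels in replicate 3 would turn the genotype difference around. The tables argue against it: 82.1% of the S1 Table genes other than *NUP85* had the same direction in replicate 3 as in replicates 1 and 2 under mock conditions, and 77.5% of the S4 Table genes did after ABA. Col-0 seedlings in place of *nup85-1* seedlings in the mock library cannot be told apart from a weaker effect, because a single Col-0 library of that replicate gives no spread to compare with. The S1 Table genes had a median difference of 0.42 in the earlier direction (log2). A mixture with Col-0 seedlings in the ABA library stays open in the same way. Col-0 mock replicate 3 had 16.0 CPM of *NUP85*, against 31.1 and 28.7 CPM in replicates 1 and 2. Whether the Col-0 libraries of replicate 3 were mixed was not tested. The slope of the S4 Table differences in replicate 3 on those in replicates 1 and 2 was 0.46, which a mixture, a weaker effect or selection of these genes on replicates 1 and 2 could each give. The design names no biological difference for replicate 3, so no biological explanation was tested.

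Plastid and mitochondrial genes, which the paper's tables do not list, made up 75 of the Col-0 ABA-responsive genes (71 plastid, 4 mitochondrial) and 56 of those in *nup85-1* (55 and 1) with 3 replicates. Plastid genes took 0.614, 1.83 and 0.44% of the counts in Col-0 mock replicates 1, 2 and 3, and 0.177, 0.0479 and 0.169% in Col-0 ABA. In the libraries labelled *nup85-1* they took 0.617, 0.716 and 0.197% in mock, and 0.205, 0.0573 and 0.0422% in ABA. A candidate explanation is a varying carry-over of RNA without a poly(A) tail. In the 6 mock libraries the plastid share followed the share of a nuclear ribosomal RNA gene with a Spearman correlation of 0.829 (exact permutation p = 0.0583, adjusted 0.0777). The Pearson correlation was 0.987 (exact permutation p = 0.00694, adjusted 0.0278), and 0.918 without the 2 farthest libraries. The ABA libraries fall into separate clusters, so no pooled value is given for them. Carry-over and an effect of ABA on organelle transcripts cannot be told apart with 6 mock libraries, and the effect of ABA stays open, untested.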

How the results depend on the processing

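The settings on replicates 1 and 2, on nuclear genes and with the *nup85-1* ABA list on replicates 1 and 2 were chosen after the data had been seen.

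Under mock conditions, the 0 genes called between genotypes (1010 at an unadjusted p under 0.05) became 35 with DESeq2, 34 with its normal prior, 34 when genes without an adjusted p were added, and 61 with the replicate block. On replicates 1 and 2 they became 3 with edgeR, 438 with the replicate block, 182 with DESeq2, 180 with its prior and 197 with the prior, nuclear genes and genes without an adjusted p. After ABA, the 0 genes (995 at an unadjusted p under 0.05) became 87 with DESeq2, 87 with its prior, 277 with the replicate block and 3 with all 12 libraries in one fit. On replicates 1 and 2 they became 588, 1200, 815, 721 and 730 in the same order. The 3 genes with all 12 libraries were AT2G21210, AT4G19170 and AT4G25990, chosen after their values were seen. The interaction gave 0 genes (309 at an unadjusted p under 0.05), 1 with DESeq2 (AT1G69490, chosen after its value was seen), and 2 with edgeR, 0 with the replicate block (1847 at an unadjusted p under 0.05) and 67 with DESeq2 on replicates 1 and 2. The normal prior, the built-in fold limit and the fit of all 12 libraries were not run for the interaction, which already uses all 12.

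ABA-responsive genes numbered 222 in Col-0, 153 in *nup85-1* and 111 shared with the fold limit built into the test, and 714 were shared with at least 10 counts in every library. The replicate block gave 1460 and 1384 ABA-responsive genes, although replicate numbers did not pair mock with ABA libraries: the correlations of their deviations in replicates 1, 2 and 3 were 0.286, -0.102 and 0.229 in Col-0, and 0.247, 0.0438 and 0.237 in *nup85-1*. In these comparisons the replicate block also took *RD29B* in *nup85-1* past the threshold (4.55, adjusted p = 0.0387 from edgeR), as well as the morning clock genes in Col-0 (fry adjusted p = 0.00443 with limma) and *nup85-1* (0.00271), and the evening clock genes in *nup85-1* (0.0191). ABA-responsive genes that differed between genotypes went from 0 to 23 with DESeq2, 18 with its prior, 87 with the replicate block and 2 with all 12 libraries. On replicates 1 and 2 they went to 131 with edgeR, 272 with the replicate block, 201 with DESeq2, 176 with its prior, 178 with nuclear genes and genes without an adjusted p, and 132 and 178 with the *nup85-1* ABA list (edgeR and DESeq2 with its prior). The share of them whose level after ABA differed against the response has no value with 3 replicates, where 0 genes were called, and was replaced by the share over all Col-0 ABA-responsive genes. That share ran from 66.83 to 73.76% across the fits that each left out a single library (1 replicate of 1 group), and was 73.85% on nuclear genes. With the *nup85-1* ABA list it was 59.75%, and on replicates 1 and 2 53.84% with edgeR and 53.85% with DESeq2 and its prior. The number of gene list tests with an adjusted p under 0.05 was 8, and 16 on replicates 1 and 2. The cause of these changes was not tested.

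The log2 fold change of *RD29A* between genotypes after ABA ran from -0.37 (without Col-0 ABA replicate 2) to 0.067, where it reversed, without Col-0 ABA replicate 3. Among the named genes, 94 values kept their direction and side of the threshold when 1 library was left out, and 1 became stronger. Under the other alternatives 196 did so, 20 became stronger and 5 weaker; the weaker ones were all with the built-in fold limit. In simulated mock genotype comparisons with gene-wise dispersions, edgeR recovered 42.2% of the changes with the spread of 3 replicates and 69.6% with that of replicates 1 and 2. With 1 dispersion for all genes it recovered 71.9% and 78.4%.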

Differences from the paper's values

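The settings on replicates 1 and 2 named in this part were chosen after seeing the values.

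For genes differing between genotypes under mock conditions, the count was 0 against the paper's 197, with 1010 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap; DESeq2 gave 35, its normal prior 34, and the replicate block 61. Of the settings chosen after seeing the values, DESeq2 on replicates 1 and 2 gave 182, its normal prior 180, and the prior with nuclear genes and genes without an adjusted p 197.

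For ABA-responsive genes altered in *nup85-1*, the count was 0 against the paper's 178, and the percentage was 0 against the paper's 13. None of the alternatives set before the data were examined closed either gap; the replicate block gave 87 genes (5.96%). Of the settings on replicates 1 and 2 chosen after seeing the values, edgeR gave 131 genes, DESeq2 201 (12.0%), its normal prior 176 (12.0%), and the prior with nuclear genes and genes without an adjusted p 178 (12.8%). For the percentage, edgeR with the replicate block on replicates 1 and 2, chosen after seeing the values, gave 16.9%.

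For *NUP85* under mock conditions, the log2 fold change was -1.18 against the paper's -2.32. The paper's value equals that shrunken by DESeq2's normal prior on replicates 1 and 2, whereas -1.18 is without shrinkage. Of the alternatives set before the data were examined, 3 came within the larger error, and the others did not. These were DESeq2 (-1.22, SE 1.11), the replicate block (-1.61, SE 0.78) and the fit without Col-0 mock replicate 3 (-1.41, SE 0.95). Their own large errors brought them within it. On replicates 1 and 2, chosen after seeing the values, edgeR gave -3.46, the replicate block -3.48, DESeq2 -3.48 and its normal prior -2.32. Of these, only the fit with the prior came within the larger error.

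For *RD29A* after ABA in Col-0, the log2 fold change was 4.69 against the paper's 4.10. Of the alternatives set before the data were examined, upper-quartile normalization (4.54) and the fits without Col-0 ABA replicate 3 (4.41) or Col-0 mock replicate 3 (4.42) came within the larger error, and the others did not. On replicates 1 and 2, chosen after seeing the values, edgeR gave 4.12, the replicate block 4.12, DESeq2 4.14 and its normal prior 4.10.

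For *RD29B* after ABA in *nup85-1*, the log2 fold change was 3.15 against the paper's 6.07. Of the alternatives set before the data were examined, the fit without *nup85-1* mock replicate 3 (6.09) came within the larger error, and the others did not. On replicates 1 and 2, chosen after seeing the values, edgeR gave 6.24, the replicate block 6.24, DESeq2 6.25 and its normal prior 6.07.

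The paper reports *RD29B* among the ABA-responsive genes altered in *nup85-1*. It was not called here with edgeR without the replicate block on either set of libraries, nor with the block on all 3 replicates. On replicates 1 and 2 the block gave a log2 fold change of -0.82 (SE 0.14), against -0.84 (SE 0.17) without it. DESeq2 with its normal prior on replicates 1 and 2, chosen after seeing the values, calls it (adjusted p = 1.67e-04, from 1.67e-04 to 1.00 over the alternatives).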

Other observations

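The tests of time of day, of time in liquid and of the shared Col-0 ABA libraries were chosen after the results they concern had been seen.

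Replicate 3 lay apart from replicates 1 and 2 in all 4 groups. The second principal component (15.2% of the variance) parted it from them, and every pair of libraries with replicate 3 had a chi-square per gene of at least 50.52, against at most 35.13 between replicates 1 and 2. GC content, length and expression of the genes explained 3.06% of the variance of its difference, which argues against them as the main cause. Depth is argued against as well, since among the more abundant genes a component with 17% of the variance still parted replicate 3. A candidate explanation is another time of day at harvest: in mock libraries of Col-0, morning clock genes were higher by 2.87 and evening clock genes lower (-3.18, log2), 6.05 apart and beyond all 10000 random lists. In the libraries labelled *nup85-1* mock they were 4.47 apart. After ABA they were 3.91 apart in Col-0 and 4.5 in *nup85-1*. No biological explanation was tested.

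Clock genes also moved between mock and ABA libraries. The 16 clock genes of Col-0 ABA replicate 3 lay nearer to mock replicates 1 and 2 than to mock replicate 3 (difference -2.21), and the same held in *nup85-1* (-1.5). This is consistent with another time of day in ABA than in mock libraries, although an action of ABA on the clock stays open.

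Of the gene lists, hypoxia genes rose with ABA by a median of 4.96 in Col-0 (24 of 24 genes, fry adjusted p = 2.25e-04 with limma) and 4.93 in *nup85-1* (24 of 24, fry adjusted p = 0.00229 with limma). Their median after correction for GC content, length and expression was 4.76 in Col-0, which argues against these as the cause. ABA and the time in liquid, which may differ if the mock seedlings had 0 h, cannot be told apart, because they move together in every library and both would give the median of 4.957. ABA signalling outputs rose by 3.39 in Col-0 (23 of 23, fry adjusted p = 1.15e-04 with limma) and 3.15 in *nup85-1* (23 of 23, fry adjusted p = 2.48e-04 with limma). Touch and wound response genes rose by 2.17 in Col-0 (15 of 17, fry adjusted p = 0.00403 with limma) and 1.77 in *nup85-1* (14 of 17, fry adjusted p = 0.00791 with limma). Morning clock genes fell by 2.18 and 1.83, and evening clock genes rose by 1.17 and 2.19, with adjusted p from fry in limma of 0.231, 0.173, 0.134 and 0.0892. The subunit list had medians of 0.02 and -0.22 (adjusted p = 0.594 and 0.313 from fry in limma).

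Between genotypes under mock conditions no list had an adjusted p under 0.05 in fry. The medians were -0.27 for hypoxia, 0.17 for clock morning, -0.53 for clock evening, 0.89 for touch and wound response, 0.16 for ABA signalling outputs and 0.07 for the subunits. The adjusted p from fry in limma was 0.17 for touch and wound response and 0.863 for each other list. After ABA the medians were -0.02, 0.44, -0.20, 0.68, -0.21 and -0.02 in the same order, with adjusted p from fry in limma of 0.759, 0.759, 0.759, 0.0309, 0.343 and 0.0309. The subunit list holds *NUP85* itself. For the interaction, the smallest adjusted p from fry in limma was 0.736 and the largest 0.912. On replicates 1 and 2, chosen after seeing the data, the interaction of the evening clock genes had a median of 0.61 (7 of 8 higher, fry adjusted p = 8.39e-05 with limma), and that of the subunit list -0.09 (6 of 10 lower, fry adjusted p = 0.0176 with limma). With the replicate block, the morning clock genes also passed after ABA (median 0.39, 8 of 8 higher, fry adjusted p = 0.037 with limma). Replicates 1 and 2 differ from all 3 in further calls. There, evening clock genes (fry adjusted p = 0.00759 with limma) and the subunit list (0.0427) passed under mock conditions. Touch and wound response genes had 0.0547 after ABA, above the threshold, and both clock lists passed after ABA against mock in each genotype (from 5.90e-04 to 0.0151), as did the subunit list in Col-0 (0.0151). With camera, the touch and wound response genes passed in both genotype comparisons, and fry holds the call only after ABA. Camera also called these genes and the ABA signalling outputs in the interaction (adjusted p = 0.00502 and 0.0167 in limma), and neither holds under fry. Nor do its calls of the morning and evening clock genes after ABA against mock in *nup85-1* (0.0415 and 0.0132), whereas its calls of hypoxia, touch and wound response and ABA signalling output genes after ABA against mock hold under fry in both genotypes.

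Touch and wound response genes were higher in the libraries labelled *nup85-1* in 6 of 6 pairs of libraries, which argues against the handling of single batches. Their median over the mock pairs was 0.957 after correction for GC content, length and expression, which argues against these as well. The largest median difference, 1.09 (17 of 17 genes), was in mock replicate 3, where *NUP85* was not lower in the library labelled *nup85-1* (27.5 CPM, against 16.0 in Col-0). That pair goes against an effect of lower *NUP85* as the only cause. The cause stays open, and a difference in the handling of whole genotypes was not tested.

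Simulated libraries without a genotype effect gave a level after ABA that differed against the direction of the response in at most 62.49% of the Col-0 ABA-responsive genes with 3 replicates, below the share observed. They gave at most 7 genes passing both criteria with 2 replicates and edgeR, against 131 in the data. Each gene was drawn independently, whereas the real libraries deviated together across genes, so the simulated ranges may be too narrow. Both values lie beyond what independent noise of single genes gave through the shared Col-0 ABA libraries. They cannot exclude a deviation of these libraries that many genes share. The counts with 3 replicates did not exceed the simulated ones. DESeq2 with its normal prior gave at most 24 simulated genes, against 18 in the data, and edgeR at most 0 against 0. The ABA fold change itself was not simulated. In replicates 1 and 2, genotype differences under mock conditions and after ABA had the same direction in 61.1% of genes, and their correlation was 0.433 after correction for GC content, length and expression. Replicate 3 alone did not show this, with 46.8% of genes in the same direction. Between the mock difference of one of replicates 1 and 2 and the ABA difference of the other, the correlation was at least 0.286, which argues against the handling of each replicate as the only cause there. Pairs of different replicates that include replicate 3 gave from 0.137 to 0.288. A genotype effect shared by both treatments stays open.

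Other splits of the libraries were compared with the real ones. The real split gave 0 genes in the mock and in the ABA genotype comparison, which every split meets in advance, so the counts of 10 of 10 splits in each decide nothing. For Col-0 and *nup85-1* ABA-responsive genes, 1 of 10 splits, the real one, gave as many in each, and 10 splits cannot give a share under 0.1. With the replicate block, 1 of the 4 splits that part all pairs, the real one, gave as many genes under mock conditions and 1 of 4 after ABA. For the interaction the real count was also 0, so 100 of 100 drawn splits gave at least as many, which was likewise fixed in advance. DESeq2 with 3 replicates called 35 genes under mock conditions and 87 after ABA. In simulated mock comparisons with gene-wise dispersions and 200 changed genes, it made a median of 53.5 false calls, 30.1% of its calls. That simulation did not cover the comparison after ABA, so it does not bear on the 87 genes.

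In its RT-qPCR (Fig 3A), the paper reports lower *RD29A*, *COR15A* and *COR47* in *nup85* mutants after ABA. In the RNA-seq libraries, with other seedlings, the CPM in replicates 1, 2 and 3 were 3962, 3705 and 6454 in Col-0 and 3407, 3977 and 4679 in *nup85-1* for *RD29A*. For *COR15A* they were 838, 603 and 670 in Col-0 and 681, 403 and 634 in *nup85-1*, and for *COR47* 4347, 4532 and 3981 in Col-0 and 3890, 3237 and 3694 in *nup85-1*.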
